# Single-cell transcriptomics reveals gene signatures and alterations associated with aging in distinct neural stem/progenitor cell subpopulations

**DOI:** 10.1007/s13238-017-0450-2

**Published:** 2017-07-26

**Authors:** Zhanping Shi, Yanan Geng, Jiping Liu, Huina Zhang, Liqiang Zhou, Quan Lin, Juehua Yu, Kunshan Zhang, Jie Liu, Xinpei Gao, Chunxue Zhang, Yinan Yao, Chong Zhang, Yi E. Sun

**Keywords:** NSC/NPCs, SEZ/SVZ, single cell transcriptome, aging, cell cycle, Erk1/2

## Abstract

Aging associated cognitive decline has been linked to dampened neural stem/progenitor cells (NSC/NPCs) activities manifested by decreased proliferation, reduced propensity to produce neurons, and increased differentiation into astrocytes. While gene transcription changes objectively reveal molecular alterations of cells undergoing various biological processes, the search for molecular mechanisms underlying aging of NSC/NPCs has been confronted by the enormous heterogeneity in cellular compositions of the brain and the complex cellular microenvironment where NSC/NPCs reside. Moreover, brain NSC/NPCs themselves are not a homogenous population, making it even more difficult to uncover NSC/NPC sub-type specific aging mechanisms. Here, using both population-based and single cell transcriptome analyses of young and aged mouse forebrain ependymal and subependymal regions and comprehensive “big-data” processing, we report that NSC/NPCs reside in a rather inflammatory environment in aged brain, which likely contributes to the differentiation bias towards astrocytes versus neurons. Moreover, single cell transcriptome analyses revealed that different aged NSC/NPC subpopulations, while all have reduced cell proliferation, use different gene transcription programs to regulate age-dependent decline in cell cycle. Interestingly, changes in cell proliferation capacity are not influenced by inflammatory cytokines, but likely result from cell intrinsic mechanisms. The Erk/Mapk pathway appears to be critically involved in regulating age-dependent changes in the capacity for NSC/NPCs to undergo clonal expansion. Together this study is the first example of using population and single cell based transcriptome analyses to unveil the molecular interplay between different NSC/NPCs and their microenvironment in the context of the aging brain.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s13238-017-0450-2) contains supplementary material, which is available to authorized users.

## Introduction

Adult neural stem/progenitor cells (NSC/NPCs) exist in the subependyma/subventricular zone (SEZ/SVZ) of the forebrain as well as the subgranular zone (SGZ) of hippocampus (Zhao et al., 2008). These NSC/NPCs support the on-going adult neurogenesis throughout life to replenish olfactory bulb inter-neurons as well as granule neurons in hippocampal dentate gyrus (Ming and Song, 2011). Recently, our single cell transcriptome analyses revealed that CD133 positive ependymal cells throughout the whole ventricular surface of the central nervous system (CNS) harbored quiescent neural stem cell properties, which upon VEGF stimulation can be mitotically activated, and with subsequent bFGF treatment, enter a transit amplifying stage and then differentiate into neurons and glia in CNS regions that were not known to harbor adult neurogenesis (Luo et al., 2015). Since VEGF is abundant after CNS injury, we propose that CD133 positive ependymal cells are mitotically activated after injury, and with proper cellular environment, these cells are capable for neural repair (Yang et al., 2015; Duan et al., 2015).

Adult NSC/NPCs reside in highly complex cellular environment and themselves are also highly heterogeneous cell populations (Beckervordersandforth et al., 2010; Coskun et al., 2008; Morrison and Spradling, 2008). When it comes to investigating alterations in molecular characteristics associated with aging in distinct subpopulations of adult NSC/NPCs, conventional RNA sequencing becomes insufficient, because it only reflects the sum and/or average molecular features of all cells (Shapiro et al., 2013; Nolan et al., 2013). To resolve such a problem, single-cell-based transcriptome analyses are essential. Single-cell RNA-seq can precisely reflect the molecular characteristics of individual cells, which might be hidden from total-cell RNA-seq, if these features belong to rare cells in heterogeneous populations (Shalek et al., 2013). However, these features may be of particular importance for critical biological functions. Because of the high resolution of single cell transcriptome analyses, new subtypes of adult NSC/NPCs were gradually discovered in mouse SEZ/SVZ (Llorens-Bobadilla et al., 2015; Dulken et al., 2017). Single-cell transcriptome analysis, being able to reveal the molecular heterogeneity among cells, has been employed to demonstrate dynamic alterations in various biological processes and innate signals (Luo et al., 2015; Kim DH et al., 2015).

Aging related cognitive decline has recently been attributed, at least in part, to reduced NSC/NPC activities. With progression of aging, adult neurogenesis gradually declines and the number of NSC/NPCs continues to decrease in mouse SEZ/SVZ (Enwere et al., 2004; Maslov et al., 2004). Our previous work and others’ have shown that there are at least three quiescent and three active subpopulations of NSCs in mouse ependymal zone (EZ) or SEZ/SVZ (Llorens-Bobadilla et al., 2015; Luo et al., 2015; Dulken et al., 2017). Whether similar or different molecular mechanisms underlying distinct NSC/NPC subtypes during aging remains unclear.

In current study, by both population-based and single-cell transcriptome analysis, we identified three subpopulations of NSC/NPCs that expressed distinct combination of NSC/NPC markers in young and aged mouse SEZ/SVZ. It became clear that a handful of cell type specific markers were insufficient to define a homogenous cell population. Instead, the whole transcriptome or a large cluster of genes or a gene module, may be utilized to better define a distinct cell population. Moreover, we report here age-dependent transcriptional alterations in distinct NSC/NPC subpopulations as well as features of the microenvironment where these cells reside. Both cell extrinsic and intrinsic mechanisms underlying NSC/NPC aging were uncovered.

## Results

### NSC/NPCs from aged mice showed reduced proliferation capacity and neurogenic potentials

To determine the potential proliferation and differentiation capacities of aged NSC/NPCs in the SEZ/SVZ, we micro-dissected walls (EZ together with SEZ/SVZ) of lateral ventricles covering striatum and dissociated them into single cells (Fig. 1A). When plated on uncoated surfaces at a clonal density in the presence of fibroblast growth factor (bFGF), NSCs isolated from aged mouse (29 mths) SEZ/SVZ formed significantly less and smaller neurospheres than that from young mice (2 mths) (Fig. 1B and 1C). The number of Ki67^+^ proliferating cells was dramatically decreased in NSC/NPCs isolated and cultured from aged SEZ/SVZ (Fig. 1D and 1E), suggesting reduced cell cycling in aged NSC/NPCs. Upon differentiation, aged NSC/NPCs differentiated into less neurons, indicative of reduced neurogenic potentials (Fig. 1F and 1G).

**Figure 1:**
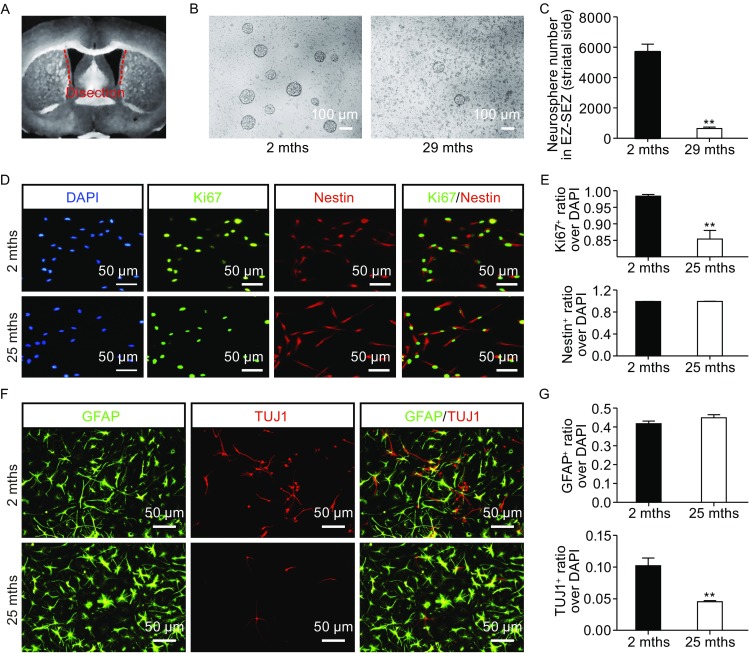
**Decreased proliferation and neurogenic potential of cultured NSC/NPCs derived from aged mouse SEZ/SVZ**. (A) Schematic showing SVZ dissection site. (B) Neurospheres clonally derived from NSC/NPCs from young (2 mths) and old (29 mths) mouse SEZ/SVZs. (C) Quantification of neurospheres in (B) (*n* = 3). (D) Immunofluorescence staining of Ki67 and Nestin in cultured NSC/NPCs from young (2 mths) and old (25 mths) mouse SEZ/SVZ. (E) Quantification of (D). (F) Representative fields of GFAP and Tuj1 immunofluorescence staining of cultured NSC/NPCs from young (2 mths) and old (25 mths) mice, after 7 days of spontaneous differentiation. (G) Quantification of (F). (**P < 0.01, *n* ≥ 3)

Consistent with *in vitro* NSC/NPCs culture results, numbers of Ki67 and Sox2 positive NSC/NPCs as well as doublecortin (Dcx)-positive neuroblasts, decreased in SEZ/SVZ of aged mice (Fig. 2A–D). Moreover, mRNA expression levels of an ependymal NSC marker, CD133, neuroblast markers, Dlx2 and Dcx, significantly decreased in SEZ/SVZ regions of aged mice (Fig. 2E), while Gfap, an astrocyte or NSC marker, increased expression at mRNA levels. Taken together, these observations suggest that aged SEZ/SVZ NSC/NPCs do decrease proliferation and neurogenic potential both *in vitro* and *in vivo*.

**Figure 2:**
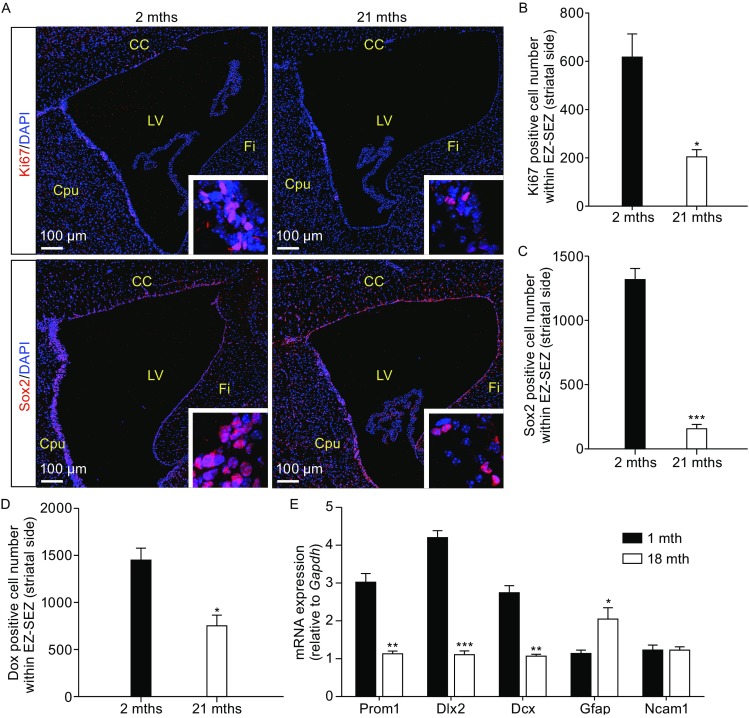
**Reduced cell proliferation and neurogenesis in aged mouse forebrain neurogenic zone**. (A) Micrographs of sagittal sections from young (2 mths) and old (21 mths) mouse EZ-SEZ/SVZ region immunostained with a proliferation marker Ki67 and a neural stem cell marker Sox2. The insets respectively indicate Ki67 and Sox2 positive cells. (B–D) Quantification of Ki67, Sox2, Dcx positive cells in young and old mouse EZ-SEZ/SVZ region lining the striatal side (*n* ≥ 3 per age group, see MATERIALS AND METHODS). (E) The mRNA expression of several NPC marker genes (*Prom1*, *Dlx2*, *Dcx*, *Gfap*, and *Ncam1*) were measured by qPCR of total RNA extracted from young (1 mth) and old (18 mths) mouse EZ-SEZ/SVZ tissues (*n* = 3 per group). Error bars indicate the SEM from three independent experiments. *P < 0.05; **P < 0.01; ***P < 0.001. CC, corpus callosum; Cpu, caudate putamen; LV, lateral ventricle; Fi, fimbria of the hippocampus

### The microenvironment of NSC/NPCs in aged brain is pro-inflammation

To explore the molecular mechanisms underlying NSC/NPCs aging, we first performed transcriptome analyses of brain tissues surrounding EZ-SEZ/SVZ lining lateral ventricles covering striatum from young and aged mice (Fig. 3A). 

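The tissue was sequenced from C57BL/6 mice of 3 weeks and of 18 months, with 3 samples per age. The authors deposited FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments of each sample), 1 column per sample, for 36358 genes listed by Ensembl identifier, and no fragment counts were used here. The paper's methods align reads to the mouse genome GRCm38 with HISAT2 and estimate expression with StringTie, in the paragraph on the single-cell libraries, and the paper's text names no separate processing for the tissue. The depth was estimated from the steps between the low values of genes with 1 transcript, of which 47.6% to 49.3% per sample lay within 0.02 of a whole multiple of the step. By this estimate the samples held 21507802, 20208776 and 22212195 fragments at 18 months and 18329487, 20586015 and 19139195 at 3 weeks. The number of genes with FPKM of at least 1 was 11972, 12052 and 12127 in the samples of 18 months and 11892, 11751 and 11733 in those of 3 weeks. Values were available here for 17503 of the 22028 protein-coding genes of the GENCODE annotation of GRCm38 (79.5%). This share was between 94.6% and 98.5% on chromosomes 1 to 6, 11 and X, 85.6% on chromosome 7, and between 49.5% and 73.2% on chromosomes 8 to 10 and 12 to 19, and the other genes, *Mki67* among them, were not analysed here. Because FPKM is a share of each sample's own total, a large change in a very abundant gene shifts every other value of that sample the opposite way. Age differences were tested with limma on log2(FPKM + 1), without scaling between samples, over the 12287 genes with FPKM of at least 1 in at least 3 of the 6 samples. A log2 fold change is therefore 18 months minus 3 weeks on the log2(FPKM + 1) scale, which understates the change of low genes. Genes were called at the limits the paper's methods give, an unadjusted p under 0.05 and an absolute log2 fold change above 1. The paper applied them to DESeq2, which needs read counts. Across the tested genes, samples of the same age correlated with r from 0.889 to 0.900 at 18 months and from 0.909 to 0.916 at 3 weeks, and samples of different ages with r from 0.861 to 0.894.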

Differential gene expression clearly demonstrated that comparing to young mice, cell cycle and cell proliferation-related genes were downregulated in aged brain, consistent with reduced Ki67 immuno-labeling (Figs. 2A and 3B–D). In contrast, old mice had many immune response, inflammation-related genes elevated expression (Fig. 3B, 3E, and 3F), suggesting that aged brains possess a quite inflammatory microenvironment surrounding the EZ-SEZ/SVZ where adult neural stem cells reside. 

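The S phase and G2/M phase genes of the Seurat package, which were not chosen on these samples, served as the cell cycle list, and 71 of its 97 genes were tested. Their median log2 fold change was −0.84, and 66 of the 71 were lower at 18 months (limma's camera with a preset correlation of 0.01, adjusted p = 4.69e-24; fry, adjusted p = 0.00113). Here and below, p of set tests is adjusted by Benjamini-Hochberg over the 24 lists and sets tested, an adjustment added after the data were examined. Of these genes, 25 passed the limits for a call, 42 had an adjusted p under 0.05 when adjusted over the list alone and 27 when adjusted over all genes tested. The median was −1.06 for the 40 G2/M phase genes and −0.56 for the 31 S phase genes, each lower under limma's camera (adjusted p = 3.96e-21 and adjusted p = 2.20e-10) and fry (adjusted p = 0.000827 and adjusted p = 0.00453). Without the genes printed in Fig. 3C, which the paper chose on these samples, the median of the remaining 65 was −0.75. Leaving out each sample in turn moved the median of the full list between −0.90 and −0.74, and the alternative that moved it most was a list of 286 mitotic cell cycle genes from Reactome, with a median of −0.047. Of the genes printed in Fig. 3C, 11 were tested, 10 were called lower and each of the 11 had all 3 samples of 18 months below all 3 of 3 weeks, which chance gives for 10% of genes in either direction. *Plk1*, a mitotic kinase on chromosome 7 of GRCm38 from 122159439 to 122169873, had 2.20 ± 0.206 FPKM (SD, n = 3) at 18 months and 6.62 ± 0.545 (SD, n = 3) at 3 weeks, a log2 fold change of −1.25 (standard error 0.12, adjusted p = 0.00814 from limma with Benjamini-Hochberg adjustment). *Mcm2*, which encodes a subunit of the replicative helicase, had 3.80 ± 0.427 and 9.47 ± 0.377 FPKM, with a log2 fold change of −1.13 (standard error 0.12, adjusted p = 0.0111 from limma). *Cdk1* changed by −1.18 (standard error 0.17) and *Bub1b* by −1.18 (standard error 0.19). *Dtl* did not reach the limit, at −0.70 (standard error 0.11) and was called with a pseudocount of 0.1, at −1.41, and under TPM scaling, at −1.12. *Pif1* and *Kif14* were not tested.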

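The list of 67 immune genes, like the other gene lists, the main tests and the alternatives not said to be added later, was fixed before the data were examined. Its parts were complement, MHC class I and antigen processing, MHC class II, interferon response, cytokines and chemokines, and activated microglia. The 43 immune genes tested had a median log2 fold change of 0.77, and 38 of them were higher at 18 months (limma's camera, adjusted p = 1.13e-09; fry, adjusted p = 0.000809). Among them 11 were called, 24 had an adjusted p under 0.05 when adjusted over the list alone and 13 when adjusted over all genes. The 37 genes left without those of Fig. 3E, which the paper chose on these samples, had a median of 0.71. The widest shift came from the 504 tested genes of Reactome's immune system set, with a median of 0.094 (limma's camera, adjusted p = 0.794; fry, adjusted p = 0.0594). By part, the medians were 0.98 for 10 activated microglia genes, 0.90 for 11 MHC class I genes, 0.46 for 8 complement genes, 0.64 for 10 interferon response genes and 0.65 for 3 cytokine and chemokine genes, while MHC class II had 1 tested gene at 0.28. The first 3 parts lay above the other genes under limma's camera (adjusted p = 3.60e-05, adjusted p = 1.50e-06 and adjusted p = 0.0141). They were also higher under fry, which tests a list against no change and not against the other genes. Neither test gave an adjusted p under 0.05 for the interferon response (adjusted p = 0.0944 from limma's camera and adjusted p = 0.0703 from fry), cytokines and chemokines (adjusted p = 0.141 and adjusted p = 0.0713) or MHC class II (adjusted p = 0.794 and adjusted p = 0.475). All 9 tested genes of Fig. 3E were called higher, with log2 fold changes from 1.04 for *Ces1d*, which fell to 0.98 and 0.99 without replicate 2 or 3 of the 3-week samples, to 3.05 for *C3*. Complement component *C3*, on chromosome 17 from 57203970 to 57228136, had 10.1 ± 2.42 FPKM (SD, n = 3) at 18 months and 0.321 ± 0.00346 (SD, n = 3) at 3 weeks (standard error of the log2 fold change 0.19, adjusted p = 0.00200 from limma with Benjamini-Hochberg adjustment). Of the 8 complement genes 6 were higher. *C3ar1* differed by −0.12, and *C1qb* had 26.9, 154 and 28.1 FPKM at 18 months and 101 to 127 at 3 weeks, a log2 fold change of −1.15 (standard error 0.69, adjusted p = 0.366 from limma) that was not called. Without replicate 2 of 18 months it was −1.96 and *C1qb* was called lower. *Spp1* had 7.45 ± 1.82 and 1.19 ± 0.634 FPKM, a log2 fold change of 1.97 (standard error 0.28, adjusted p = 0.0241 from limma). *H2-D1* changed by 1.62 (standard error 0.16), and as a member of the MHC class I family its reads could have been split with near-identical genes. *Ccl5*, *Cxcl10*, *H2-Aa* and *Ptgs2* were not tested. From the elevated immune and inflammation-related genes, beside the lower cell cycle genes, the paper proposes that adult neural stem cells of the aged brain reside in an inflammatory microenvironment.

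**Figure D1:**
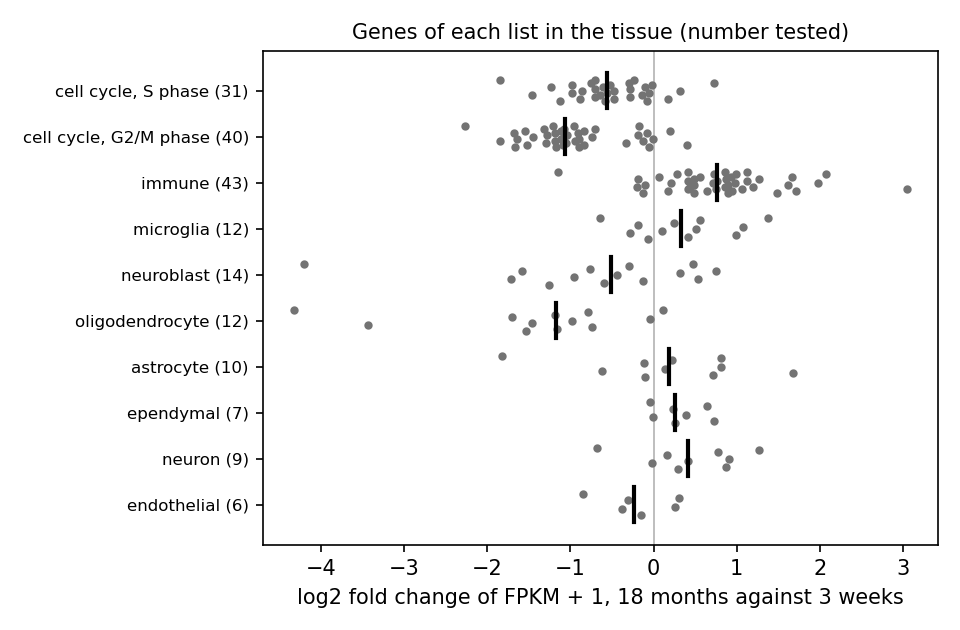
Log2 fold change on the log2(FPKM + 1) scale, 18 months minus 3 weeks, of each tested gene of 10 gene lists in the EZ-SEZ/SVZ tissue (3 samples per age). Each point is 1 gene and each black bar is the median of its list, at −1.06 for the G2/M phase genes and 0.77 for the immune genes.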

To confirm the gene expression result, we performed immuno-histochemical analyses to measure the amount of microglia, which are residential immune cells in the brain. It is obvious that within brain regions near EZ-SEZ/SVZ many IBA1 positive microglial cells were present, indicative of elevated inflammation (Fig. 3G and 3H). Our previous studies have demonstrated that inflammatory cytokines IL-6, IL-1β, LIF, CNTF, potently induce astrocyte differentiation or reactive gliosis through activation of the JAK-STAT pathway, while at the same time inhibit neuronal differentiation (Bonni et al., 1997; Sun et al., 2001). We speculate that the highly inflammatory microenvironment in aged brain contributes to the reduced neurogenic potentials of aged NSC/NPCs.

**Figure 3:**
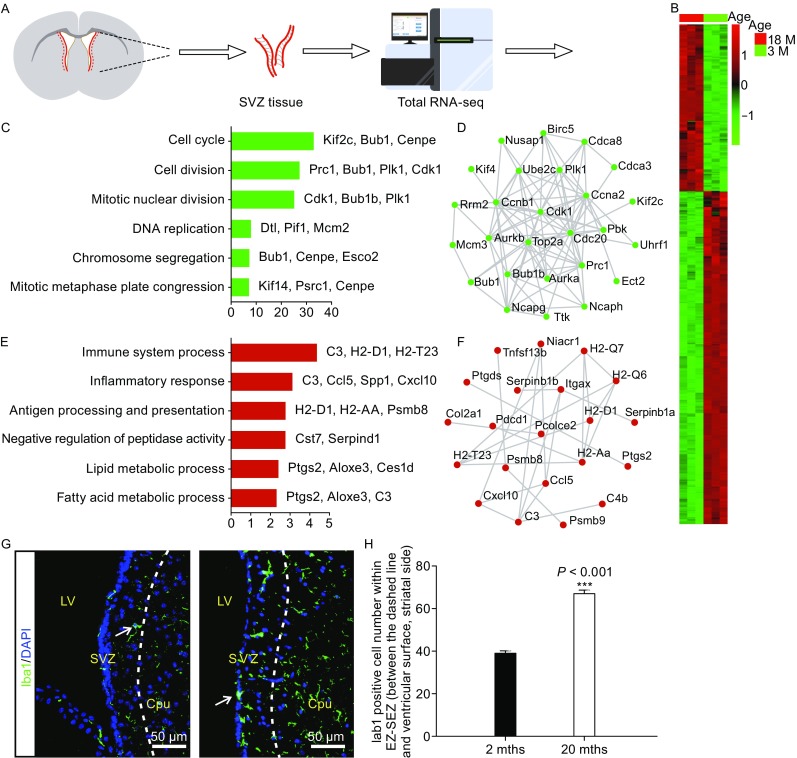
**Total RNA-seq of brain tissue surrounding EZ-SEZ/SVZ revealed NSC/NPCs reside in a rather inflammatory environment in aged brain**. (A) Schematic showing EZ-SEZ/SVZ tissue dissection and subsequent total RNA-seq. (B) Heatmap of differentially expressed genes in EZ-SEZ/SVZ tissue respectively derived from young (3 weeks) and old (18 mths) mice (*n* = 3 per age group). (C) GO analyses and (D) STRING protein-protein interaction network of down-related genes in aged group. Length of bars indicated the significance (−log10 transferred *P*-value, Fisher exact test). (E) GO analyses and (F) STRING protein-protein interaction network of up-related genes in old group. Length of bars indicated the significance (−log10 transferred *P*-value, Fisher exact test). (G) Representative micrograph of sagittal sections from young (2 mths) and old (20 mths) mouse SEZ/SVZ region immune-stained with Iba1 (green). (H) Quantification of Iba1 positive cells in young (2 mths, *n* ≥ 3) and old (20 mths, *n* ≥ 3) mouse SEZ/SVZ region. Error bars indicate the SEM from at least three independent experiments. ***P < 0.001. Cpu, caudate putamen; LV, lateral ventricle

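At the limits given in the paper's methods, 479 of the 12287 tested genes were called, 254 lower and 225 higher at 18 months. With Benjamini-Hochberg adjustment in limma, 279 of them remained past both limits, 151 lower and 128 higher. The samples of the ages did not overlap in 33.1% of all tested genes, against the 10% that chance gives for 3 samples against 3. The setting that moved the count most was a pseudocount of 0.1, with 765 genes, 349 lower and 416 higher. On values simulated for this comparison, with 200 genes changed by 2 on the log2 scale, the same test recovered 91% of the changed genes and called 0.902% of the unchanged ones. The largest decreases were in *Rpl31-ps13*, with 46.9 to 51.7 FPKM at 3 weeks and listed at 0 in every 18-month sample, *Hist1h2ao* (63.7 to 85.5 FPKM at 3 weeks and 0 to 3.64 at 18 months), *Rpl31-ps17* (26.5 to 27.3 FPKM at 3 weeks, listed at 0 at 18 months), *C1qtnf4* and *Gm6450* (21.7 to 24.4 FPKM at 3 weeks, listed at 0 at 18 months). Of these, *C1qtnf4* had a log2 fold change of −4.63 (standard error 0.32, adjusted p = 0.00260 from limma). The largest increases were in *Gm11263* (23.7 to 63.7 FPKM at 18 months), *Gm9169* (17.1 to 17.5 FPKM), *Tob1* (4.05 to 27.3 FPKM) and *Gm20632* (5.94 to 8.10 FPKM), all listed at 0 in every 3-week sample, and in *Cdk5r1*. *Cdk5r1* had 59.7 to 73.4 FPKM at 18 months and 0, 0.436 and 53.7 FPKM in the 3-week samples, a log2 fold change of 4.01 (standard error 1.54, adjusted p = 0.188 from limma), and it lost its call when any sample but replicate 1 of 3 weeks was left out. The pseudogenes and the histone gene could share reads with near-identical copies, so their values are uncertain. A value of 0 can also come from a failed estimate. For *Tob1* and *Cdk5r1* too, a 0 is therefore not evidence that the transcript was absent.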

### Single cell RNA-seq of a discrete population of cells isolated from SEZ/SVZ adjacent to striatum in young and old mice

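Single cells were taken from the wall of the lateral ventricle facing the striatum of C57BL/6 mice aged 1 month and 24 months, and their RNA was copied and amplified by Smart-seq2, which reads whole transcripts and attaches no molecular identifiers, so that amplified copies of 1 molecule are counted apart. The 22 cells analysed belong to 3 subpopulations named by their marker transcripts. There were 3 Prom1+ cells of 1 month and 3 of 24 months, 2 Gfap+ cells of 1 month and 5 of 24 months, and 5 Dlx2+/Dcx+ cells of 1 month and 4 of 24 months. No animal is named for any cell, so the cells of 1 subpopulation and age were taken as 1 sample. For this reason no test was made on the cells, and differences with age are given as values of single cells, ranges and differences of means, with no replicate check. Mapped reads per cell, from Table S1, ranged from 5506219 to 8209935 (median 6142390) in Prom1+ cells of 1 month and from 4608696 to 8640176 (median 5003317) in those of 24 months. The Gfap+ cells of 1 month had 1128743 and 4743959, and those of 24 months 3475632 to 4504220 (median 3952012). The Dlx2+/Dcx+ cells had 3968019 to 4732295 (median 4417300) at 1 month and 3328435 to 4178043 (median 4013148) at 24 months. The authors deposited FPKM values for 37974 genes, 1 column per cell, and the paper's methods name HISAT2 with GRCm38 and StringTie. Of these identifiers, 86.7% were matched to the GENCODE annotation of GRCm38, and the positions listed beside them overlapped those of GRCm38 for only 12.9% of the matched genes, so coordinates were taken from the annotation by identifier. FPKM summed to between 868792 and 1801303 per cell and was not scaled further. An age difference in cells is the mean log2(FPKM + 1) at 24 months minus that at 1 month. A value of 0 can come from a transcript lost in the copying or from a failed estimate, so a gene at 0 is said only to be listed at 0.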

To further investigate molecular characteristics of various NSC/NPCs during aging, we performed single cell RNA-seq of a discrete NSC/NPCs population from EZ and SEZ/SVZ from young and old mice. The EZ-SEZ/SVZ adjacent to striatum was micro-dissected. Single cell suspension was subjected to flow cytometry analysis. According to the size and complexity of cells, we identified two cell populations, of which one was bigger and more discrete (population 1, P1), while the other was relatively small and aggregated (population 2, P2) (Fig. 4A). In order to determine the population in which NSC/NPCs are located, single cells from EZ-SEZ/SVZ were sorted into 96-well plates as single cells by flow cytometry (Fig. 4A). We found the clonal formation rate of neurospheres from P1 was significantly higher than that of P2 (Fig. 4B). In addition, a cell surface marker CD133 (*Prom1*) was used for flow cytometry analysis of P1 and P2. Consistent with neurosphere formation potentials, P1 contains more CD133^+^ NSC/NPCs than P2 (Fig. S1). Based on the distribution pattern of P1, it is obvious that P1 still represented rather heterogeneous NSC/NPC populations (Fig. 4A). To probe the heterogeneous cellular composition of the P1 cell fraction, we randomly harvested single-cells from the P1 fraction and carried out reverse transcription using the Smart-seq2 method, followed by qPCR validation with several NSC/NPC markers, such as *Prom1*, *Gfap*, *Dlx2*, and *Dcx*. In this way, we identified 22 cells expressing these markers from both young and old brains.

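In the sequenced cells, *Prom1* (chromosome 5 of GRCm38, 43993620 to 44102032), which encodes CD133, ranged from 1.49 to 56.6 FPKM in the 6 Prom1+ cells. It was above 1 FPKM in 2 of 9 Dlx2+/Dcx+ cells, with at most 6.29, and at most 0.452 FPKM in the 7 Gfap+ cells. *Gfap* (chromosome 11, 102887336 to 102900912), which encodes a glial filament protein, ranged from 48.7 to 194 FPKM in Gfap+ cells, was listed at 0 in every Prom1+ cell and reached at most 0.332 FPKM in Dlx2+/Dcx+ cells. The homeobox gene *Dlx2* (chromosome 2, 71543408 to 71546754) ranged from 269.6 to 1916 FPKM in Dlx2+/Dcx+ cells. It was also above 1 FPKM in all 7 Gfap+ cells, between 1.17 and 2.79, and in 2 of 6 Prom1+ cells, with at most 1.74. *Dcx* (chromosome X, 143855842 to 143933311), which encodes doublecortin, ranged from 15.8 to 267 FPKM in Dlx2+/Dcx+ cells and reached at most 0.362 FPKM in Prom1+ and 0.516 in Gfap+ cells.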

**Figure 4:**
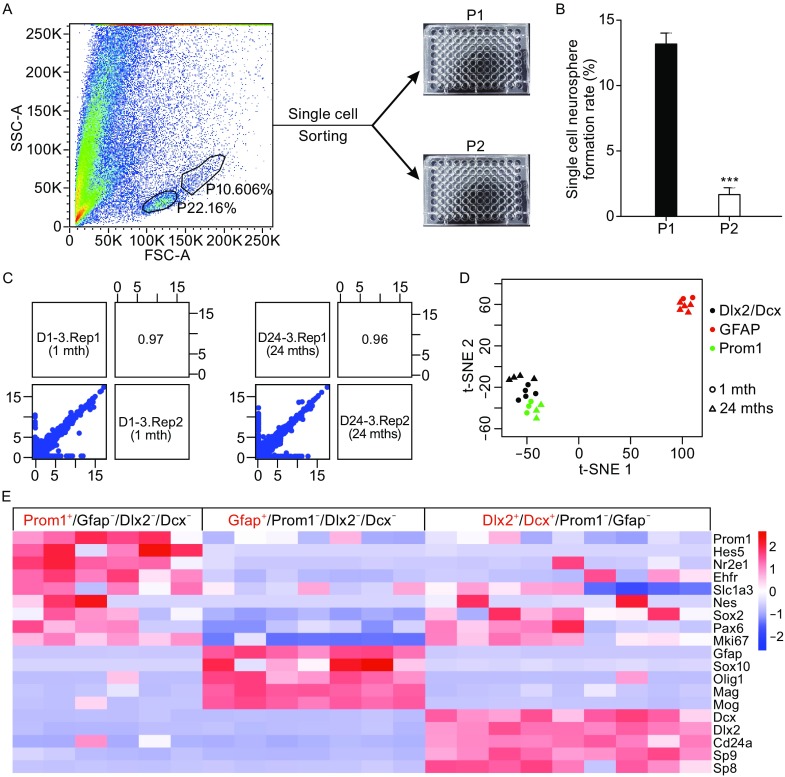
**Transcriptome analysis of single cells derived from a discrete SEZ/SVZ population of cells**. (A) P1 population rather than P2 was identified as enriched by NPCs, by flow cytometry and single cell neurosphere formation analysis was performed. (B) Quantification of single cell neurosphere formation rate in P1 and P2 populations. At least three independent experiments were quantified (***P < 0.001, *n* ≥ 3). (C) cDNA samples from two single cells were subjected to two independent library construction and sequencing in two batches. The respective Pearson correlation coefficient of two replicates was 0.97 and 0.96, indicatively minimum sequencing batch effect and reliable library construction and sequencing technology. (D) The t-SNE plot of 22 single cell transcriptome after gene filtration. Three different types of NSC/NPCs were clustered together, i.e., red (GFAP^+^/Prom1^−^/Dlx2^−^/Dcx^−^), green (Prom1^+^/GFAP^−^/Dlx2^−^/Dcx^−^), and black (Dlx2^+^/Dcx^+^/Prom1^−^/GFAP^−^). (E) Three different types of NSC/NPCs express discrete set of marker genes

Libraries of 22 single cells were constructed using Smart-seq2 method and sequenced. 

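Table S1 lists for each of the 22 cells its reads and the share of them that aligned. The mean over the cells was 9317057 reads (SD between cells 2428970), from 2615666 in the shallower of the 1-month Gfap+ cells to 15632547 in a 24-month Prom1+ cell. The alignment rate was on average 48.8%, between 42.4% and 61.1%, and left a median of 4407031 mapped reads per cell. In every cell the gene with the highest FPKM was *mt-Ts1*, a mitochondrial transfer RNA gene, with between 7.47% and 30.2% of the cell's summed FPKM. FPKM divides by transcript length, which weights such short genes heavily and lowers the share left for the others.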

Sequencing samples have an average depth of 9.75 million reads, with an average transcriptome alignment rate of 49% (Table S1). We set technical replicates of different single cell cDNA libraries and sequenced different batches using the same single-cell cDNA sample, to ensure the stability of library construction and sequencing platforms. High Pearson correlation coefficient (0.96–0.97) between the replicates demonstrated our RNA-seq system was quite stable (Fig. 4C).

We used t-distributed stochastic neighbor embedding (t-SNE) on transcriptomes of 22 cells with gene filtration. Two criteria were used, i.e., FPKM has to be bigger than 1, and the gene had to be expressed in at least 3 cells out of 22. 

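With FPKM above 1 required in at least 3 of the 22 cells, 11332 genes were retained here, and the same number at FPKM of at least 1. With any value above 0, 13709 genes were retained, the alternative that moved the number most. Between 4398 and 6626 genes per cell were above 1 FPKM (median 5563.5). Of 309 genes above 50 FPKM in at least 19 cells, between 0 and 9 per cell were listed at 0, with 9 in the shallower 1-month Gfap+ cell. *Actb*, the gene of beta-actin, was listed at 0 in all 6 Prom1+ cells and had between 10899.8 and 29739.5 FPKM in each of the other 16 cells, so a value of 0 in this table is not evidence that a transcript was absent.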

Through this filtration 10,181 genes were obtained for t-SNE and other analyses. This unbiased analysis clearly divided 22 cells into three main clusters (Fig. 4D). 

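Instead of t-SNE, whose layout depends on its random start, the 22 cells were grouped by average-linkage clustering into 3 clusters on 1 minus the Pearson correlation of log2(FPKM + 1) over the 11332 genes. The 7 Gfap+ cells formed 1 cluster, the 6 Prom1+ cells and the 5 Dlx2+/Dcx+ cells of 1 month formed another, and the 4 Dlx2+/Dcx+ cells of 24 months formed the last. In this grouping 17 of 22 cells lay in a cluster made up mostly of their own subpopulation. With complete linkage, or with the 1000 most variable genes, all 22 did, and with a pseudocount of 0.1 the number was 10, the largest shift. The median correlation between cells was 0.509 within Prom1+ cells, 0.488 within Gfap+ cells and 0.458 within Dlx2+/Dcx+ cells. It was 0.443 between Prom1+ and Dlx2+/Dcx+ cells, and 0.299 and 0.286 between Gfap+ cells and Prom1+ or Dlx2+/Dcx+ cells.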

The clusters were assigned to three distinct cell types based on their expression of known NSC/NPC signature genes (Fig. 4E). The Prom1^+^ cluster expressed active neural stem cell (aNSC) markers, including *Hes5*, Tlx (*Nr2e1*), *Egfr*, Glast (*Slc1a3*) and cell-cycle-related gene, *Mki67*. 

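In the 6 Prom1+ cells, *Egfr* (chromosome 11, 16752203 to 16918158), the epidermal growth factor receptor gene, ranged from 22.3 to 441 FPKM, *Nr2e1* from 1.35 to 116, *Slc1a3* from 8.50 to 561 and *Mki67* (chromosome 7, 135689784 to 135716361) from 45.1 to 179. *Hes5* ranged from 0.139 to 227 FPKM and was above 1 in 5 of the 6. Outside these cells, *Hes5* was listed at 0 in every Gfap+ cell and reached at most 0.285 FPKM in Dlx2+/Dcx+ cells, and *Nr2e1* was above 1 in 1 of 7 Gfap+ cells (1.75 FPKM) and 1 of 9 Dlx2+/Dcx+ cells (81.2 FPKM). *Egfr* was above 1 FPKM in 1 of 7 Gfap+ cells, at 1.58, and in 6 of 9 Dlx2+/Dcx+ cells, reaching 368. *Slc1a3* was above 1 FPKM in all 7 Gfap+ cells (1.07 to 375) and in 7 of 9 Dlx2+/Dcx+ cells. *Mki67* was above 1 FPKM in all 9 Dlx2+/Dcx+ cells and in 1 of 7 Gfap+ cells.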

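*Sox10* (chromosome 15 of GRCm38, 79154908 to 79165240), a transcription factor gene of oligodendroglia, ranged from 0.842 to 178 FPKM in the 7 Gfap+ cells and was above 1 in 6 of them. It was listed at 0 in all Prom1+ cells and reached at most 0.307 FPKM in Dlx2+/Dcx+ cells. *Olig1* ranged from 72.8 to 1169 FPKM in Gfap+ cells and was also high in 1 Prom1+ cell (31.1 FPKM) and 1 Dlx2+/Dcx+ cell (120 FPKM). The myelin genes *Mag* and *Mog* ranged from 924 to 4960 and from 792 to 3251 FPKM in Gfap+ cells. In the 15 other cells *Mag* reached at most 1.97 FPKM, and *Mog* at most 1.53 except in 1 Prom1+ cell with 37.9.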

The Gfap^+^ cluster expressed genes, such as *Sox10*, *Olig1*, *Mag* and *Mog,* indicative of oligodendroglial lineage. 

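*Cd24a*, the gene of a surface protein used to sort young neurons, ranged from 59.5 to 1212 FPKM in the 9 Dlx2+/Dcx+ cells, was above 1 FPKM in 2 of 6 Prom1+ cells (256 and 13.8) and reached at most 1.47 FPKM in Gfap+ cells. The transcription factor gene *Sp9* ranged from 53.1 to 417 FPKM in Dlx2+/Dcx+ cells and reached at most 1.19 in the other cells. Its relative *Sp8* ranged from 0.564 to 593 FPKM in Dlx2+/Dcx+ cells, above 1 in 8 of 9, with at most 1.04 in the others.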

The Dlx2^+^/Dcx^+^ cluster expressed *Cd24a*, *Sp9*, and *Sp8*, which is consistent of them being neuroblasts (NBs) in forebrain SEZ/SVZ. Both Prom1^+^ and NB subpopulations also expressed the well-known NSC/NPC markers, Sox2, Nestin, and Pax6. 

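*Sox2* was above 1 FPKM in 5 of 6 Prom1+ cells (0.755 to 103) and 8 of 9 Dlx2+/Dcx+ cells (0.361 to 222), and reached at most 0.599 in Gfap+ cells. *Nes*, the gene of Nestin, had 2.44 to 34.6 FPKM in the 3 Prom1+ cells of 1 month and was listed at 0 in the 3 of 24 months and in every Gfap+ cell. Of the Dlx2+/Dcx+ cells, 2 of 9 had *Nes* above 1 FPKM, at 19.4 and 27.9. *Pax6* was above 1 FPKM in all 6 Prom1+ cells (2.15 to 269) and all 9 Dlx2+/Dcx+ cells, with 28.5 to 594 at 1 month and 1.13 to 2.77 at 24 months. It was also above 1 in 4 of 7 Gfap+ cells, with at most 3.67 FPKM.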

To further confirm the identity of these three cell clusters, we performed weighted gene co-expression network analyses (WGCNA) and identified three gene clusters (brown, turquoise, and red modules) that correlated well with Prom1^+^, Gfap^+^, and Dlx2^+^/Dcx^+^ cell clusters, respectively, regardless of the age of the cells (Fig. 5A and 5B). 

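In place of WGCNA modules, the 100 genes with the largest margin of a subpopulation's mean log2(FPKM + 1) over the higher of the other 2 means were chosen in the 1-month cells and read in the 24-month cells, so that genes and values come from different cells. The 100 Gfap+ genes had a mean margin of 8.45 at 1 month and 6.74 at 24 months, with 97 of 100 above 0. For the Dlx2+/Dcx+ genes the margin was 4.63 and then 1.47, with 63 of 100 above 0. For the Prom1+ genes it was 5.00 and then 0.53, with 57 of 100 above 0. Margins chosen as the largest shrink in other cells even without a change with age. At 24 months a pseudocount of 0.1 moved the margin most in Gfap+ cells, to 8.30, and in Prom1+ cells, to 1.03, while in Dlx2+/Dcx+ cells the number of genes did, with 2.33 for 50 and 0.50 for 200.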

Cross reference of our data with those published (Llorens-Bobadilla et al., 2015), demonstrated that our Prom1^+^ cell-specific “red” module of genes were enriched in published aNSCs (Fig. 5C and 5D), while our Gfap+ cell-specific “turquoise” gene module was highly enriched in oligodendrocytes (Oligo), and lastly, our Dlx2^+^/Dcx^+^ cell-specific “brown” module had enriched expression in NB as well as transit amplifying progenitors (TAP) (Fig. 5C and 5D). All these cells have previously been reported to exist in the NSC/NPC pool from EZ-SEZ/SVZ in adult mouse via single cell transcriptome analyses (Luo et al., 2015; Llorens-Bobadilla et al., 2015; Dulken et al., 2017). These data suggested that although single cell transcriptome profiling is prone to carrying lots of noises, when using large gene clusters to define cell type identity, the result could be quite unambiguous and can be cross-referenced among different studies.

**Figure 5:**
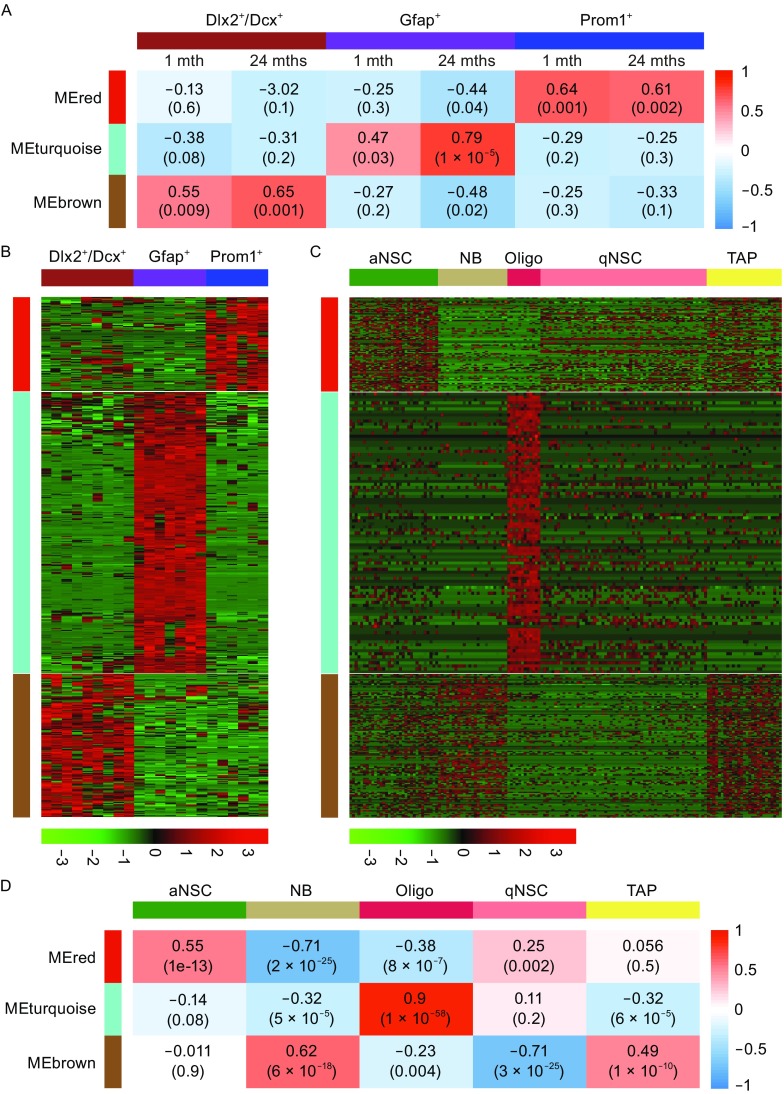
**NSC/NPC subtype identification of 22 sequenced single cells based on transcriptome analyses**. (A) WGCNA revealed three specific gene modules (red, turquoise, and brown), demonstrating enrichment in Prom1^+^, Gfap^+^, and Dlx2^+^/Dcx^+^ cells populations. (B) Heatmap of genes of red, turquoise, and brown modules in 22 sequenced single cells. (C) Cross-referencing gene expression of red, turquoise, and brown identified from our 22 single cell transcriptome, in published data set by Llorens-Bobadilla et al. in *Cell Stem Cell* (2015). (D) Correlations between the three modules with 5 published cell types by Llorens-Bobadilla et al. (2015, *Cell Stem Cell*)

### Differential gene expression analysis associated with aging in different SEZ/SVZ cell subpopulations

From t-SNE analyses as well as WGCNA, it is obvious that within each of the three cell clusters (cell types), young and aged samples (cells) were segregated, which indicated distinct gene expression between old and young cells. 

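Within each subpopulation, the correlation of log2(FPKM + 1) over the 11332 genes was compared between pairs of cells of the same age and pairs of different ages, a comparison added after the data were examined. In Prom1+ cells the median was 0.513 over 6 pairs of the same age and 0.508 over 9 pairs of different ages. In Gfap+ cells it was 0.499 over 11 and 0.477 over 10 pairs, and in Dlx2+/Dcx+ cells 0.473 over 16 and 0.454 over 20 pairs. The ranges of r overlapped in each subpopulation. Quantile normalization moved the difference of medians most, from 0.00510 to 0.00180 in Prom1+ cells and from 0.0221 to 0.0306 in Gfap+ cells. Among the 3 clusters of the 22 cells by average linkage, the ages were parted in Dlx2+/Dcx+ cells alone. With complete linkage or the 1000 most variable genes each subpopulation formed 1 cluster, and 3 clusters then leave none in which the ages could part.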

To further understand molecular mechanisms underlying aging of each of the three clusters of cells and evaluate whether they use same or different aging regulatory gene network, we extrapolated differential gene expression in young and aged cells for each cell type, and cross referenced expression of those genes in the other cell types. We omitted genes with reads less than 5, and the gene had to be expressed in at least 3 cells out of 22. Using DEseq2 analyzing package, by comparing transcriptome of Prom1^+^/Egfr^+^ cells from 1-mth-old mouse EZ-SEZ/SVZ to that of in 24-mths-old mice (Fig. 6A), we found a total of 141 age-dependent genes. 

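The age comparison in Prom1+ cells rests on 3 cells of each age. Of the genes printed in Fig. 6B, which the paper chose on these cells, 13 of 13 shown as lower were lower at 24 months, with a median age difference of −3.95 on the log2(FPKM + 1) scale, and 14 of 14 shown as higher were higher, with a median of 3.25. The values of the ages did not overlap for 9 of the 13 and 12 of the 14, which chance gives for 10% of genes with 3 cells against 3. *Calr* had 0.201 to 4.25 FPKM at 1 month and 22.4 to 35.2 at 24 months, and *Jmy* differed by only 0.07. Across the expressed genes 48.0% were lower and 47.9% higher at 24 months. The largest decreases without overlap between the ages were in *mt-Tc*, *mt-Tn*, *mt-Ta*, *mt-Ty* and *Gm27450*, of which all but *mt-Ty* were listed at 0 at 24 months. The largest increases were in *Gm22123*, *mt-Rnr2*, *Gm23969*, *Gm17283* and *Gm23840*, all listed at 0 at 1 month. Of these 10 genes 8 are under 200 bases long, against 1.26% of the 10762 expressed genes with a known length.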

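*Melk* (chromosome 4 of GRCm38, 44300876 to 44364675), a kinase gene expressed in dividing cells, had 70.2, 86.4 and 226 FPKM in the 3 Prom1+ cells of 1 month and 8.15, 0.590 and 1.22 FPKM in the 3 of 24 months, an age difference of −5.14. Of 468 genes with a similar level at 1 month, a comparison added after the data were examined, 6 (1.28%) fell as far. The 97 S phase and G2/M phase genes had a mean age difference of −0.89 in Prom1+ cells and 70 of them were lower. That lies at percentile 0.01 of 10000 random lists matched on mean expression, whose central 95% ran from −0.54 to 0.17, and this describes these cells only. *Mki67* was not lower in the aged Prom1+ cells, with a difference of 0.08.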

Gene ontology (GO) analyses of these genes indicated that aged cells had increased “cell cycle arrest”, increased “cellular response to stress”, increased “ER overload response”, and decreased “cell cycle” (e.g., Melk, Mapk3, etc.) as well as decreased “mitochondrial organization” genes in addition to others (Fig. 6A–C). 

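The genes printed in Fig. 6B for Prom1+ cells were read in the other subpopulations. Of the 13 genes lower in aged Prom1+ cells, 6 were lower in aged Gfap+ cells and 9 in aged Dlx2+/Dcx+ cells, and of the 14 higher ones 5 and 5 were higher. By a fixed rule, the 100 genes with the largest age difference without overlap in Prom1+ cells moved the same way in Gfap+ cells for 48 of 100 (exact binomial 95% interval 37.9 to 58.2%, counting error only) and for 49 in Dlx2+/Dcx+ cells (38.9 to 59.2%). If the directions were unrelated, the shares of higher and lower genes among all genes would give 44.9% and 49.8%. Across the 11332 expressed genes, which are not independent replicates, the age differences of Prom1+ cells correlated with those of Gfap+ cells with r = 0.0187 (rho = 0.0175) and with those of Dlx2+/Dcx+ cells with r = 0.0341 (rho = 0.0295). Between Gfap+ and Dlx2+/Dcx+ cells r was −0.0035 (rho = −0.0091). These are 3 of 6 pairs computed, the others being with the tissue. Leaving out single cells moved r between 0.0132 and 0.0208 for Prom1+ with Gfap+ cells and between 0.0133 and 0.0507 for Prom1+ with Dlx2+/Dcx+ cells.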

Interestingly, these age-dependent gene clusters in Prom1^+^/Egfr^+^ cells did not show consistent age-dependency in Gfap^+^ or Dlx2^+^/Dcx^+^ cells, suggesting that they use different underlying molecular mechanisms to regulate aging (Fig. 6A). In addition, we also cross-compared transcriptomes of young and old brain tissues surrounding EZ-SEZ/SVZ as well as cultured NSC/NPCs and found that they also did not have same age-dependent gene expression as Prom1^+^ cells (Fig. 6A).

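In the tissue, 7 of 11 tested genes shown as lower in aged Prom1+ cells were lower at 18 months and 8 of 13 shown as higher were higher, with medians of −0.19 and 0.17. Of the 100 Prom1+ genes taken by size, 77 were tested in the tissue and 38 moved the same way (49.4%, exact binomial 95% interval 37.8 to 61.0%), against 47.8% for unrelated directions. Across the 7768 genes expressed in cells and tested in the tissue, the age differences of Prom1+ cells and tissue correlated with r = 0.0657 (rho = 0.0712). The ages differ between the experiments, 24 months against 1 month in cells and 18 months against 3 weeks in the tissue. Cultured NSC/NPCs were not analysed here.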

**Figure 6:**
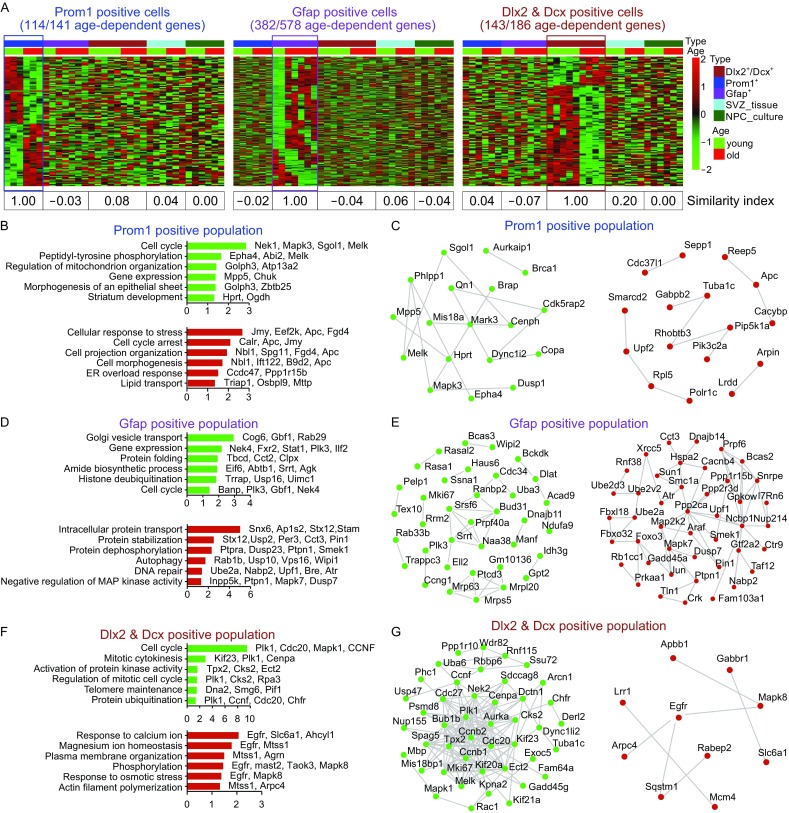
**Differential gene expression analysis revealed age-dependent molecular alterations in distinct SEZ/SVZ cell subpopulations**. (A) Heatmap of age-dependent differential genes from three distinct SEZ/SZV subpopulations, including Prom1^+^ cells, Gfap^+^ cells, and Dlx2^+^/Dcx^+^ cells respectively. Cross-data comparisons of expressions of each of these three cell type-specific age-dependent gene panels (excluding those not detected in any one of the 5 types of samples) in the rest of the 5 samples including SEZ/SVZ tissue samples and cultured NSC/NPCs. Similarity index was calculated for each of the three gene panels across 5 types of samples. (B and C) GO analyses and STRING protein-protein interaction network of age-dependent 141 genes (up- and down-related genes) in Prom1^+^ subpopulation. (D and E) GO analyses and STRING protein-protein interaction network of age-dependent 578 genes (up- and down-related genes) in Gfap^+^ subpopulation. (F and G) GO analyses and STRING protein-protein interaction network of age-dependent 186 genes (up- and down-related genes) in NBs subpopulation. Length of bars indicated the significance (−log10 transferred *P*-value, Fisher exact test)

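The Gfap+ cells comprised 2 of 1 month, 1 of them with 1128743 mapped reads, and 5 of 24 months. Of the 11332 expressed genes, 55.8% had a higher mean at 24 months and 37.6% a lower one. Without the shallow cell 54.6% were higher and 38.0% lower. The largest increases without overlap were in *Sparc* (0 to 1.94 FPKM at 1 month, 457 to 3356 at 24 months), *Mrpl58*, *C4b*, *Spock1* and *Epdr1*. The largest decreases were in *Pgap2* (265 to 526 FPKM at 1 month, listed at 0 in all 5 cells of 24 months), *Slc35a4*, *Cdk2ap2*, *Rasa1* and *Ercc6l2*. Of the genes printed in Fig. 6D, which the paper chose on these cells, 24 of 24 shown as higher were higher, with a median age difference of 4.28, and 18 of 19 shown as lower were lower, with a median of −4.23. The exception, *Plk3*, differed by 0.84. The values of the ages did not overlap for 7 of the 24 and 8 of the 19, which chance gives for 9.52% of genes with 2 cells against 5, and a choice made on these cells is not independent of them. Of the 100 genes with the largest age difference, 42 moved the same way in Prom1+ cells (95% interval 32.2 to 52.3%) and 53 in Dlx2+/Dcx+ cells (42.8 to 63.1%), against 48.0% and 48.5% for unrelated directions.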

Similar analyses were carried out for Gfap^+^ cells, a total of 578 genes (408 up-regulated and 170 down-regulated) were obtained showing age-dependency (Fig. 6A, 6D, and 6E). These cells, while express Gfap mRNA, were not astrocytes, but rather oligodendrocyte lineage cells, because they expressed a large series of oligodendrocyte lineage genes but not enough astrocyte genes (Fig. S3). 

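A list of 15 oligodendrocyte genes had a mean log2(FPKM + 1) between 8.93 and 10.96 in the single Gfap+ cells, with 13 to 15 genes above 1 FPKM. The list of 12 astrocyte genes had a mean between 0.77 and 3.65, with 2 to 6 genes above 1 FPKM. The oligodendrocyte mean exceeded the astrocyte mean by 7.4 on average, and by 5.56 to 9.74 in single cells. The same difference was between −2.94 and 0.23 in Prom1+ cells and between −0.78 and 1.76 in Dlx2+/Dcx+ cells. A pseudocount of 0.1 moved the Gfap+ value most, to 9.06.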

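*Mki67* in the Gfap+ cells had 16.9 and 0.508 FPKM at 1 month, the first in the cell with 1128743 mapped reads, and 0.135 to 0.399 FPKM at 24 months. The age difference was −2.04 on the log2(FPKM + 1) scale and −0.26 without the shallow cell, so it rests on that cell. The 97 S phase and G2/M phase genes had a mean age difference of −0.03 in Gfap+ cells, at percentile 9.22 of 10000 expression-matched lists (central 95% from −0.14 to 0.51), and 43 of the 97 were lower. Their mean log2(FPKM + 1) was 1.5 at 1 month and 1.46 at 24 months, near the lower end of the scale, which leaves little room for a decrease. Leaving out single cells moved the difference between −0.16 and 0.095, and a pseudocount of 0.1 gave 0.11.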

Aged Gfap^+^ oligo cell cluster expressed increased “autophagy”, “DNA repair” genes, while decreased expression of “cell cycle” genes, such as *Mki67* (Fig. 6A, 6D, and 6E). Aged Dlx2^+^/Dcx^+^ neuroblasts, on the other hand, increased express of “calcium, magnesium responsive genes” among others, but reduced expression of “telomere maintenance” genes as well as a lot of “cell cycle” genes including *Mki67*, *Melk*, *Mapk1* (Figs. 6A, 6F, 6G, and S2A). 

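*Mki67* had 67.9 to 321 FPKM in the 5 Dlx2+/Dcx+ cells of 1 month and 6.03 to 45.4 in the 4 of 24 months, an age difference of −2.73 on the log2(FPKM + 1) scale with no overlap. *Melk* ranged from 0.727 to 493 FPKM and then from 0 to 7.76, so that its ages overlapped. Of 289 genes with a 1-month level like that of *Mki67*, likewise compared after the data were examined, 53 (18.3%) fell as far. Of the genes printed in Fig. 6F, which the paper chose on these cells, 14 of 14 shown as lower were lower, with a median of −5.01, and 9 of 9 shown as higher were higher, with a median of 3.45. Of these, 7 of the 14 and 2 of the 9 did not overlap between the ages, against 1.59% by chance with 5 cells against 4, though these same cells were the basis of the choice. Of all expressed genes 55.8% were lower and 40.8% higher at 24 months. The largest decreases without overlap were in *Sephs1*, *Cdc20*, *Kif23*, *Psat1* and *Bub1b*, and the largest increases in *Pask*, *Pisd-ps1*, *Mcm4*, *Trappc1* and *Cttnbp2*. Among these, *Cdc20* and *Kif23* act in mitosis, while *Mcm4*, an S phase gene, had 0 to 38.9 FPKM at 1 month and 142 to 441 at 24 months. The gene *Pisd-ps1* is a pseudogene and could share reads with its parent gene. Of the 100 genes with the largest age difference without overlap, 59 moved the same way in Prom1+ cells (95% interval 48.7 to 68.7%, against 48.0% for unrelated directions) and 45 in Gfap+ cells (35.0 to 55.3%, against 42.7%). The first number lay between 50 and 66 with single cells left out.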

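In single-cell RNA-seq, *Bub1b* (chromosome 2 of GRCm38, 118598211 to 118641591) had 189 to 502 FPKM in the 5 Dlx2+/Dcx+ cells of 1 month. At 24 months it had 56.4 FPKM in 1 cell and was listed at 0 in the other 3, an age difference of −6.69. It had 1.1 to 72.6 FPKM in Prom1+ cells of 1 month and 6.15 to 36.7 in those of 24 months, a difference of 0.33, and at most 3.42 FPKM in Gfap+ cells. In the tissue *Bub1b* had 1.31 ± 0.177 FPKM (SD, n = 3) at 18 months and 4.33 ± 1.16 (SD, n = 3) at 3 weeks (adjusted p = 0.0327 from limma with Benjamini-Hochberg adjustment).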

An NB age-depended cell cycle checkpoint gene, *Bub1*b, was chosen for immune-histochemical validation in young and aged mice, and result demonstrated that the number of Bub1b expressing cells in EZ-SEZ/SVZ (striatal side) was indeed significantly reduced in aged mice (Fig. S2B and S2C).

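Beside Prom1+ and Gfap+ cells, the 97 S phase and G2/M phase genes had a mean age difference of −1.09 in Dlx2+/Dcx+ cells, where none of 10000 expression-matched lists was as low (central 95% from −0.74 to −0.02) and 62 of 97 genes were lower. The random lists were drawn gene by gene, so their range leaves out genes of a list moving together between cells. For the 97 genes the standard deviation between cells was 0.80. The parts of the list went opposite ways in Dlx2+/Dcx+ cells. The 54 G2/M phase genes had a mean difference of −3.06 with 53 lower, and the 43 S phase genes a mean difference of 1.39 with 34 higher. In Prom1+ cells the S phase and G2/M phase parts differed by −0.79 and −0.97, at percentiles 1.27 and 0.06, and in Gfap+ cells by 0.02 and −0.08. The S phase difference in Prom1+ cells lay within the standard deviation between cells of 1.13. It was −0.22 without cell 2 of 24 months, −0.31 without cell 2 of 1 month and −1.51 without cell 3 of 24 months, while the G2/M phase difference stayed between −1.40 and −0.66 with each cell left out. In single Dlx2+/Dcx+ cells the S phase mean minus the G2/M phase mean ran from −5.22 to −0.03 at 1 month and from −0.19 to 2.61 at 24 months. It ran from −2.58 to 0.33 and from −2.47 to 0.73 in Prom1+ cells, and from −0.40 to −0.06 and from −0.60 to 0.22 in Gfap+ cells.

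**Figure D2:**
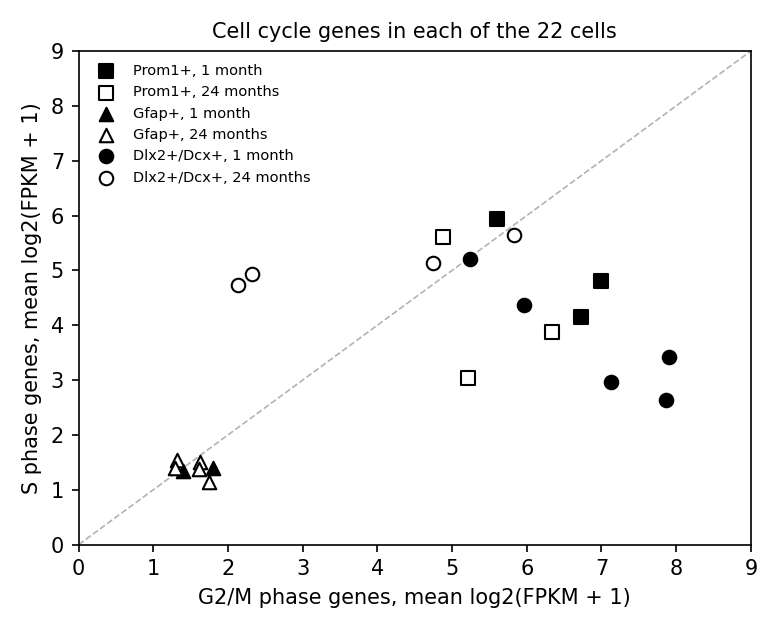
Mean log2(FPKM + 1) of 54 G2/M phase genes (horizontal axis) and of 43 S phase genes (vertical axis) in each of the 22 cells. Symbols are filled for 1 month and open for 24 months, with squares for Prom1+, triangles for Gfap+ and circles for Dlx2+/Dcx+ cells. A dashed line marks where both means are equal. The S phase mean of the Dlx2+/Dcx+ cells lies between 2.64 and 5.21 at 1 month and between 4.74 and 5.64 at 24 months, and their G2/M phase mean between 5.24 and 7.91 and between 2.13 and 5.83.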

While age-dependent genes for each cell subtype did not share similar age-dependency in the other two cell types or brain tissues or cultured NSC/NPCs, GO analysis strongly indicated that all aged cell subtypes showed reduced “cell cycle” gene expression. This is also true for aged brain tissue samples and cultured NSC/NPCs isolated from aged brain (Figs. 6 and S4), suggesting reduced cell proliferation could be a cardinal feature for aged NSC/NPCs. 

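For the tissue, 286 genes of Reactome's mitotic cell cycle set were tested besides the S phase and G2/M phase lists. Their mean log2 fold change was −0.16, with 157 lower and 129 higher at 18 months (limma's camera, adjusted p = 2.19e-05; fry, adjusted p = 0.0342), and 26 were called lower and 3 higher. A list of 12 genes of activated neural stem cells had a median of −0.67, with 10 lower (limma's camera, adjusted p = 4.99e-05; fry, adjusted p = 0.00182).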

Cultured NSC/NPCs increased genes in “mitochondrial electron transport” and “redox processes”, while decreased expression of genes involved in “cell cycle” and “neurogenesis” such as *Myc*, *Ascl1*, *Sox1*, *Jun*, *Tgfb2*, *Axin2*. 

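Over the 7768 genes expressed in single cells and tested in the tissue, the age differences of Dlx2+/Dcx+ cells and the tissue correlated with r = 0.0495 (rho = 0.0295), those of Gfap+ cells with r = 0.0466 (rho = 0.0498), and those of Prom1+ cells more than either. These are correlations across genes, which are not independent replicates, and they take the size of every difference, called or not. Over the 261 of these genes called in the tissue, a selection added after the data were examined, r was 0.189 (rho = 0.162) for Dlx2+/Dcx+, 0.152 (rho = 0.186) for Prom1+ and 0.142 (rho = 0.125) for Gfap+ cells. Of the 100 genes with the largest age difference in Dlx2+/Dcx+ cells, 85 were tested in the tissue and 47 moved the same way (55.3%, exact binomial 95% interval 44.1 to 66.1%, against 46.0% for unrelated directions). The corresponding share was 58.8% of 80 genes for Gfap+ cells (47.2 to 69.6%, against 50.4%). A list of 14 neuroblast genes had a median log2 fold change of −0.52 in the tissue, with 10 lower at 18 months (limma's camera, adjusted p = 0.000938; fry, adjusted p = 0.00301). In the tissue *Dlx2* had 13.2 ± 2.76 FPKM (SD, n = 3) at 18 months and 45.2 ± 6.22 (SD, n = 3) at 3 weeks (adjusted p = 0.0110 from limma with Benjamini-Hochberg adjustment), and *Dcx* had 4.67 ± 0.699 and 10.0 ± 1.00 FPKM (adjusted p = 0.0268 from limma), with a log2 fold change of −0.96.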

From cross-data comparison, it is clear that aging gene network of aged brain tissue samples is relatively similar to that of Dlx2^+^/Dcx^+^ cells, and to a lesser extent, cultured NSC/NPCs (Fig. S4), suggesting that in brain tissues surrounding EZ-SEZ/SVZ, Dlx2^+^/Dcx^+^ NB might represent one of the major cell populations.

Taken together, relatively large scale, unbiased transcriptome analyses of NSC/NPC single cells, cultured cell mixture, as well as brain tissues surrounding the neurogenic zone, all demonstrated reduction of cell proliferation being associated with aged NSC/NPCs. In addition, microenvironment of aged NSC/NPCs is quite inflammatory. Given that inflammatory cytokines did not appear to slow down cell proliferation *in vitro*, it is possible that the reduction in cell cycling is an intrinsic feature of aged NSC/NPCs.

### Phosphorylation inhibition of Erk1/2 in NSCs may be involved in aging-associated decline in NSC/NPCs

GO analysis has revealed that Mapk cascade related genes (*Mapk3* and *Mapk1*) were down-regulated respectively in Prom1^+^ and Dlx2^+^/Dcx^+^ cells, with aging (Fig. 7A). 

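*Mapk3* (chromosome 7 of GRCm38, 126759601 to 126765819), the gene of Erk1, had 44.1, 18.6 and 28.8 FPKM in the Prom1+ cells of 1 month and 0, 1.21 and 1.15 FPKM in those of 24 months, an age difference of −4.14 that stayed between −4.45 and −3.77 with each cell left out. The alternative that moved it most was a pseudocount of 0.1, at −5.71. Of 794 genes with a similar level in Prom1+ cells of 1 month, taken for comparison after the data were examined, 31 (3.9%) fell as far. *Mapk3* was higher at 24 months in Gfap+ and Dlx2+/Dcx+ cells, by 1.48 and 1.82. In the tissue it had a log2 fold change of −0.07 (standard error 0.22), which did not pass the test's limits (adjusted p = 0.877 from limma with Benjamini-Hochberg adjustment). The paper proposes that lower activity of the Mapk cascade leads to fewer NSC/NPCs and fewer new neurons. Beside transcript levels in the cells and the cascade's role in proliferation, it reports quantitative RT-PCR, p-Erk1/2 staining and an Erk1/2 inhibitor. Of these, only the sequenced transcript levels were analysed here.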

Mapk, also known as extracellular signal-regulated kinases (ERKs), often plays a vital role in mediating intracellular signaling, including those to regulate cell proliferation. Emerging evidence suggests that Erk1/2 activity is essential to maintain proliferation of NSC/NPCs during normal neurogenesis (Satoh et al., 2011; Vithayathil et al., 2015). Down-regulation of Erk1/2 in NSC/NPCs and neuroblasts during aging may result in a decrease in overall Erk1/2 activity, leading to a decline in NSC/NPC numbers and consequently reduced production of new neurons. Quantitative RT-PCR and validated sequencing result on Erk1/2 (Fig. 7A and 7B). Moreover, quantification of cells immune-labeled with both CD133 and p-Erk1/2 (phosphorylated Erk1/2) in the EZ-SEZ/SVZ suggested that the classic MAPKase pathway was reduced in aged NSC/NPCs (Fig. 7C and 7D). Interestingly, we found pERK1/2 could be co-localized with CD133, GFAP, Sox2, Nestin single positive cells, while was never present in Dcx^+^ NBs (Fig. 7E). Given that CD24^+^ NBs cannot form clonally grown neurospheres (Coskun et al., 2008), we speculated that a lack of Erk1/2 phosphorylation might eradicate neural sphere formation capacity of NSC/NPCs. To test this, we used SCH772984 to inhibit pErk1/2 pathways and found that the capacity for NSC/NPCs to undergo clonal neurosphere forming was greatly reduced with drug treatment in a dose-dependent manner (Fig. 7F–H). Taken together, it is clear that dampened pErk1/2 pathway likely contributes to declined clonal expansion of aged NSC/NPCs.

**Figure 7:**
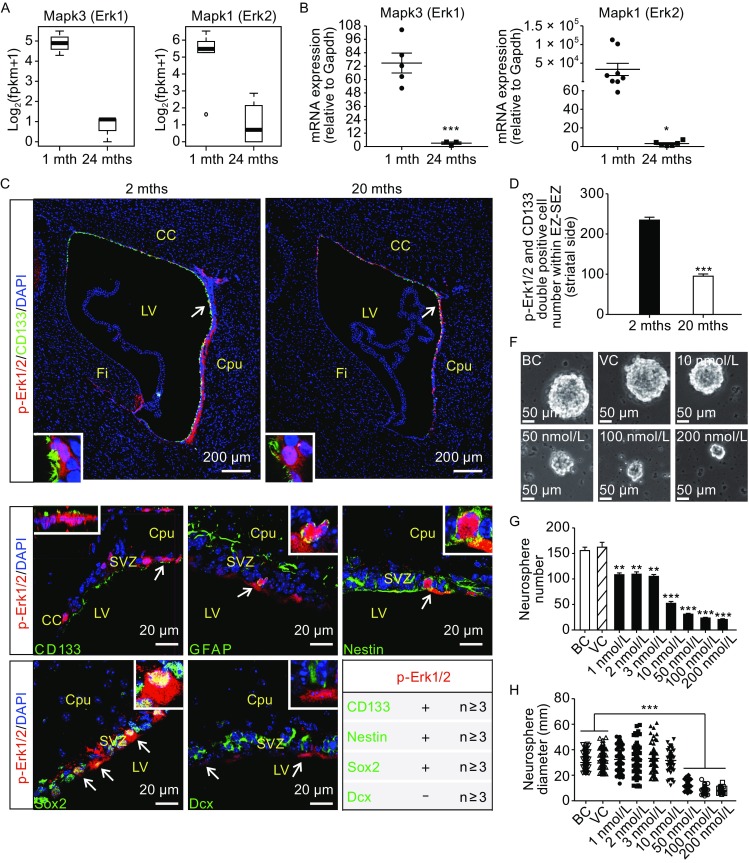
**Dampened pErk1/2-Mapkase pathway occurred in aged NSC/NPCs and suppressed clonal expansion capacity of NSC/NPCs**. (A) Box plot of Mapk3 and Mapk1, in Prom1^+^ cells and NBs, respectively, demonstrate reduction with aging based on single cell RNA-seq data. (B) qRT-PCR validated sequencing result in (A). (C) Representative micrograph of sagittal sections of mouse SEZ/SVZ from young (2 mths) and old (20 mths), immunostained with CD133 (green) and p-Erk1/2 (red). Arrows and insets indicate CD133 and p-Erk1/2 double positive cells within SEZ/SVZ. (D) Quantification of CD133^+^/p-Erk1/2^+^ cells in young (2 mths, *n* ≥ 3) and old (20 mths, *n* ≥ 3) mouse SEZ/SVZ (see MATERIALS AND METHODS). (E) Immunostaining micrographs of sagittal sections of the adult mouse SEZ/SVZ demonstrate p-Erk1/2 (red) could be co-located with the NSC markers (green, including CD133, Gfap, Nestin and Sox2), but not neuroblast marker Dcx (green). Arrows and insets indicate p-Erk1/2^+^/CD133^+^, p-Erk1/2^+^/Gfap^+^, p-Erk1/2^+^/Nestin^+^, p-Erk1/2^+^/Sox2^+^ NCS/NPCs, as well as p-Erk1/2^−^/Dcx^+^ neuroblasts within SEZ/SVZ. (F) Representative images of decreased neurosphere formation after exposure to 10 nmol/L, 50 nmol/L, 100 nmol/L, 200 nmol/L specific inhibitor of Erk1/2 phosphorylation (SCH772984), as compared to blank controls (BC) and vehicle controls (VC). (G and H) Quantification of decreased neurosphere numbers and size after exposure to SCH772984. Error bars indicate the SEM from three independent experiments. **P < 0.01; ***P < 0.001

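On the log2(FPKM + 1) scale, the median of *Mapk3* in Prom1+ cells was 4.9 at 1 month and 1.11 at 24 months (3 cells each). With no animal named for any cell, no test of this difference was made.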

## Discussion

Aging of the brain is a rather complex and progressive biological process. Aging of NSC/NPCs in the brain, though only represent one perspective of brain aging, is still complicated. Stem/progenitor cell aging involves not only alterations in the molecular characteristics of distinct subtypes of NSC/NPCs, but also changes in the cellular microenvironment, including blood supplies, content of cerebrospinal fluid, and interplays amongst not only NSC/NPCs but also surrounding cells. In-depth understanding of these alterations, and comprehensive analysis of linkages between them may shed light on revealing the molecular mechanisms underlying NSC/NPCs aging.

The pools of adult NSC/NPCs are extremely heterogeneous. Total RNA-seq of EZ-SEZ/SVZ tissue can only represent alterations in the overall transcription profile, while ignoring changes in individual subsets of cells. It remains uncertain that which subtypes of cells are responsible for those alterations. This is a major obstacle for studying the underlying molecular mechanisms. With single cell sequencing applied to adult neural stem cell research, some novel cell subtypes have been discovered (Luo et al., 2015). The investigation on gene signatures and alterations of distinct cell subpopulation in heterogeneous pools of adult NSCs in relation to aging may bring a new strategy for revealing novel mechanisms for stem cell aging.

As a proof of principle study, we carried out both tissue-based, cultured NSC/NPC-based, and single cell transcriptome analyses of NSC-NPCs isolated from young and aged mouse forebrain neurogenic zone. We incidentally sequenced three distinct NSC/NPC populations, but there are a lot more NSC/NPC subtypes. For example, in our published paper, we identified CD133^+^ (Prom1^+^) but Egfr negative quiescent NSCs in the ependymal region, which rely on VEGF but not bFGF as mitogens. The Prom1^+^Egfr^+^ active NSCs share some well-known NSC genes including *Nestin*, *Sox2*, *Pax6*, with neuroblasts. These features do not exist in quiescent CD133^+^ NSC populations. Moreover, our Gfap^+^ oligodendroglial lineage cells are also drastically different from the Gfap^+^ SVZ type B neural stem cells (Doetsch et al., 1999). Our study pointed out a future direction of using large scale massive parallel single cell RNA sequencing, e.g., the 10x Genomics platform (Zheng et al., 2017), to further dissect out the cellular composition and molecular characterization of the extremely heterogeneous NSC/NPC populations in the brain.

It is known that single cell RNA sequencing is prone to generating noises in the sequencing result. From this study we realized that using large gene clusters to define cell subtypes is a valid approach as compared to using a handful of biomarkers, which, based on single cell RNA sequencing, often are not that specific and still mark heterogeneous populations. It is comforting that when using large number of gene sets, it is very easy to cross-reference single cell sequencing result for cell subtype identification. Biologically, our comprehensive sequencing data sets had uniformly pointed towards one theme, i.e., aged NSC/NPCs had reduced cell proliferation. On the other hand, each of these three distinct cell populations use different molecular mechanisms to reduce cell cycling, because differential gene expression profile between young and old NSC/NPCs of a distinct subpopulation is not shared by the other subpopulations. Moreover, pErk1/2 signaling appeared to be important for the reduced capacity for clonal expansion of aged NSCs. Brain tissue-based sequencing indicated that in addition to reduction in cell cycle, aged brain expresses many immune response/inflammation related genes. It is likely that neuro-inflammation is an important element for brain aging.

Taken together, through this proof of principle study we demonstrated the power of using single cell transcriptome analyses to reveal potential molecular mechanisms underlying NSC/NPCs aging. Such fundamental studies will help us better understand brain aging and potentially reverse aging.

## Materials and methods

### Subjects

The mice used in the experiment were all C57BL/6, respectively purchased from Shanghai SLAC Laboratory Animal Co., Ltd. and Beijing Vital River Laboratory Animal Technology Co., Ltd. Mice were housed four per cage, maintained on a 12 h light/dark schedule, and allowed free access to food and water, following protocols approved by the Animal Research Committee of Tongji University School of Medicine, China.

### Neurosphere culture *in vitro*

All mice were anesthetized and euthanized in accordance with institutional guidelines. Mice brains were quickly removed from the skull and put into cold HBSS. After twice washes with cold HBSS, the brains were dissected under stereomicroscope. The lateral ventricle wall near the striatum was obtained and enzymatically digested with papain (Worthington LS003127) at 37°C water bath for 30 min. Digested cell suspension was filtered with 40 μm cell strainer. After centrifugation, the cell pellet was resuspended with DMEM-F12 (Thermo Fisher Scientific) supplemented with 1× B27 (Thermo Fisher Scientific) and plated on uncoated 96-well plate for neurosphere culture *in vitro*. Recombinant murine FGF-basic (bFGF) (10 ng/mL; Peprotech) was added every day. Five days later, the neurospheres were counted and measured.

### NPC spontaneous differentiation *in vitro*

To examine the spontaneous differentiation status of primary NPCs, we plated the single cell suspension of NPCs onto PDL (10 μg/mL in sterile distilled water; Sigma)/Laminin (5 μg/mL in DMEM-F12) coated coverslips at the density of 1 × 10^4^ cells/cm^2^. When the cell confluence reached approximately 80%, bFGF was withdrawn. After 7 days of continuous culture without bFGF, the cells were fixed with 4% PFA and performed immunostaining with GFAP and Tuj1 antibody.

### Single cell Isolation from the SVZ

As mentioned above, NPCs from the lateral ventricle wall near the striatum were obtained. After twice PBS washes, the cells were sorted using BD FACS Aria II. According to size and complexity, cells were divided into two populations, P1 and P2 population. Single cell neurosphere formation experiment showed that P1 population contained more NSCs than P2. Consequently, P1 population was sorted into dishes followed by manual picking of single cell under microscope.

### Fragment library construction and sequencing

After the generation of cDNA from a single cell through Smart-seq2 method (Picelli et al., 2014; Picelli et al., 2013), 8 ng of cDNA was used for fragment library preparation. Using the Covaris^TM^ S2 System (Covaris, Inc.), cDNA was sheared into 150 bp short fragments according to the manufacturer’s instructions. The sheared fragments were constructed into fragment library with DNA Library Prep Kit for Illumina (New England Biolabs, Inc.) according to the manufacturer’s instructions. A brief overview is as follows: first, short fragments were repaired using the end repair enzyme, then adaptors were added to the end of the fragments by T/A ligase. Afterwards, the adaptor-ligated DNA fragments were purified with AMpure XP beads and amplified for 10 cycles. Last, the libraries were used for Illumina deep sequencing. Reads were aligning to GRCm38 with HISAT2 (Kim D et al., 2015). Gene expression levels were estimated by StringTie (Pertea et al., 2015). RNA-Seq data was deposited at GSE100389.

### t-SNE

We used t-distributed stochastic neighbor embedding (t-SNE) (Laurens and Hinton, 2008) to visualize single cell RNA-Seq data. Briefly, t-SNE was calculated on all expressed genes. We used 50 principal components; perplexity = 5 and correlation as a distance measure.

### WGCNA

Genes with FPKM ≥ 1 in at least 3 samples were identified as *bona fide* expressed genes. Highly variable genes were detected by ANOVA (FDR < 0.05 for any 3 cell types and ages). 2,203 highly variable genes were supplied to weighted gene co-expression network analysis (WGCNA) as described before (Luo et al., 2015; Zhang et al., 2014). Specifically, soft-power of 7 was chosen to construct a topological overlap matrix from gene correlation network. Modules were detected by dynamic hybrid cut. Highly correlated modules (Pearson correlation of module eigengene >0.9) were merged as one module.

### Differential gene expression analysis

Differential expression between the putative groups was conducted using the R package DESeq2 (Love et al., 2014), genes which were expressed at least 5 read counts in 3 samples would take into consideration. To identify significant genes, we select genes with criteria of *P*-values < 0.05 and absolute values of the logarithm (to basis 2) of the fold change (LogFC) > 1. Functional enrichment analysis based on gene ontology (GO) database was performed by using David 6.7 program (http://david.abcc.ncifcrf.gov/) and protein-protein interactions (PPI) network of DEGs were constructed using STRING database (http://www.string-db.org/). Similarity index was calculated by Pearson correlation coefficient. Briefly, we transform subtype-specific differential expressed genes into 3 levels, 1 and −1 for significantly up- or down-regulated genes respectively and 0 for insignificant genes. Pearson correlation coefficient was calculated using transformed gene alteration degree.

### Immunostaining

The tissue slices or cultured samples were treated with methanol or 4% PFA for 10 min at −20°C. After three washes, all slides were incubated in blocking buffer (10% BSA and 5% normal donkey serum and 0.2% triton X-100 in PBS) for 1 h at room temperature. Slides or coverslips in 24-well plate were immersed in primary antibody buffer (200 µL per slide or 300 µL per well) for incubation overnight at 4°C. The primary antibodies that were used in this study are: anti-GFAP (Dako) 1:1000, anti-Tuj1 (R&D) 1:500, anti-doublecortin (Cell Signaling Technology) 1:400 (Santa Cruz) 1:1000, anti-Ki67 (Abcam) 1:200, anti-sox2 (Abcam) 1:200, anti-Bub1b (Abcam) 1:100, anti-p-Erk1/2 (Cell Signaling Technology) 1:200, anti-CD133 (Ebioscience) 1:500, anti-Nestin (Millipore) 1:1000, anti-Iba1 (Abcam) 1:200. The following day, the coverslips and slides were washed three times. Then they were incubated in appropriate Alexa 488-, Alexa 568- or Cy3-conjugated secondary antibodies (Thermo Fisher Scientific) for 1 h at room temperature at 1:1000 dilution. DAPI staining was used to label the nuclei. After mounting overnight at room temperature, the slides were examined via Nikon fluorescent microscopes or a confocal system (Leica; TCS SP5 II). Quantification of Tuj1^+^, GFAP^+^, Ki67^+^, Sox2^+^, Bub1b^+^, Bub1b^+^/Dcx^+^, Iba1^+^ and CD133^+^/p-Erk1/2^+^ cells were performed by counting the labeled cells within the SVZ from three independent experiments. Statistical analysis was performed using unpaired *t* test.

### Quantification of immunohistochemical staining

Each experimental group contained at least 3 mice, 12 serial sections (sagittal section, 10 μm) were chosen for subsequent immunostaining per mouse, according to similar anatomical locations among each mouse.

### Quantitative real-time PCR

Quantitative real-time PCR (qRT-PCR) was performed using TaqMan real-time PCR system (Thermo Fisher Scientific) and SYBGreen real-time PCR system (TaKaRa). 1 μL of cDNAs were used as template to run 20 μL real-time PCR reactions to check the expression of house-keeping gene GAPDH and other genes to be detected, including *CD133*, *GFAP*, *Dlx2*, *Dcx*, *Ncam1*, *Mapk1*, and *Mapk3*. All reactions were triplicated. The PCR was done as follows in an AB7500 thermocycler (Applied Biosystems) with 96-well plates: 95°C for 10 min; then 40 cycles of 95°C for 15 s; and 60°C; for 1 min. The primers of quantitative real-time PCR are shown in Table S2.

### The inhibitor of Erk1/2 administration neurosphere formation *in vitro*

The single cell suspension derived from two 2-mths-old C57BL/6 was plated on 9 wells of two 6-well plate. The culture medium is DMEM-F12 (Thermo Fisher Scientific) supplemented with 1× B27 (Thermo Fisher Scientific). And bFGF (10 ng/mL; Peprotech) was daily added. Erk1/2 inhibitors were respectively added into 7 wells at the final concentration of 1 nmol/L, 2 nmol/L, 3 nmol/L, 10 nmol/L, 50 nmol/L, 100 nmol/L, and 200 nmol/L. Vehicle control was added the same amount of inhibitor solvent while blank control was added nothing but culture medium. Five days later, the neurospheres were counted and measured. The experiments were triplicated.

### Graphics

Unless otherwise specified, plots were generated in R or GraphPad Prism 5.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1

Supplementary material 2

Supplementary material 3

# Supplementary material for: Single-cell transcriptomics reveals gene signatures and alterations associated with aging in distinct neural stem/progenitor cell subpopulations
**Source:** Protein Cell. 2017 Jul 26;9(4):351–64. doi: 10.1007/s13238-017-0450-2
**Supplement:** Supplementary file 1 — Supplementary material 1

**Supplementary materials**

**Table legends**

**Table S1.** Total reads, mapped reads, and mapping rates for all cells (related to Figure 4)

**Table S2.** Primers used for qPCR in this study

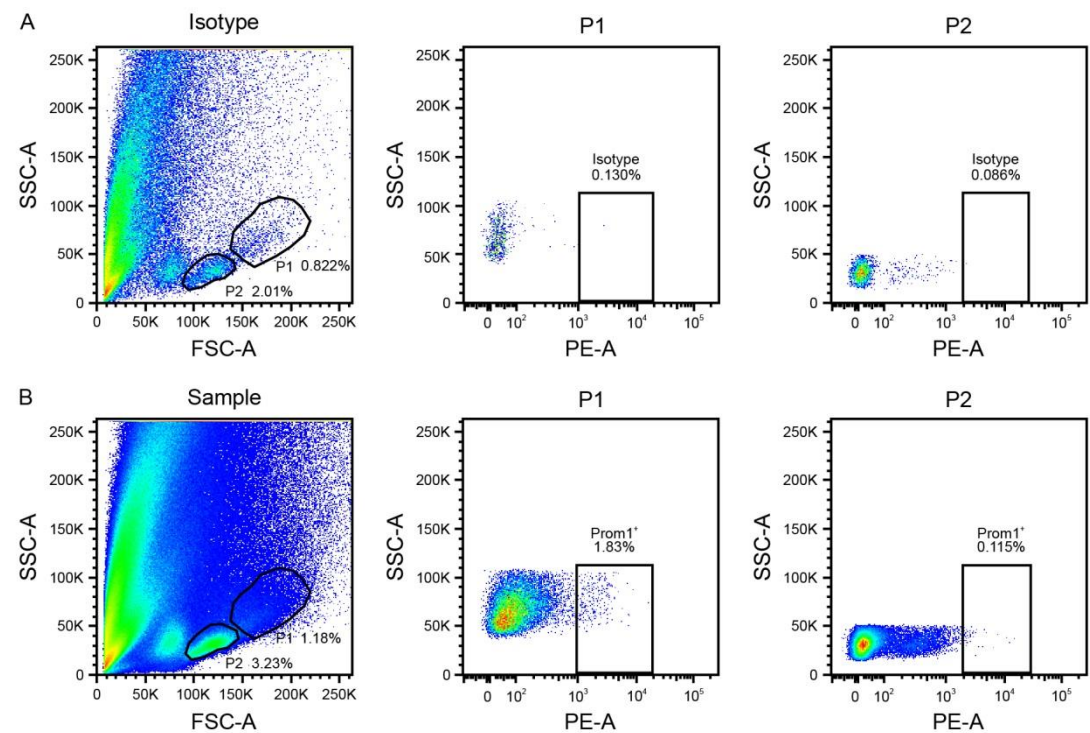

**Sup. F1 Shi *et al.***

**Supplement figure 1. NSC/NPC P1 population contained more CD133+ cells than P2 population**

(A) Flow cytometry analysis of isotype samples to determine gating of the samples. (B) Flow cytometry analysis of samples indicated that P1 population contained more CD133+ cells than P2.

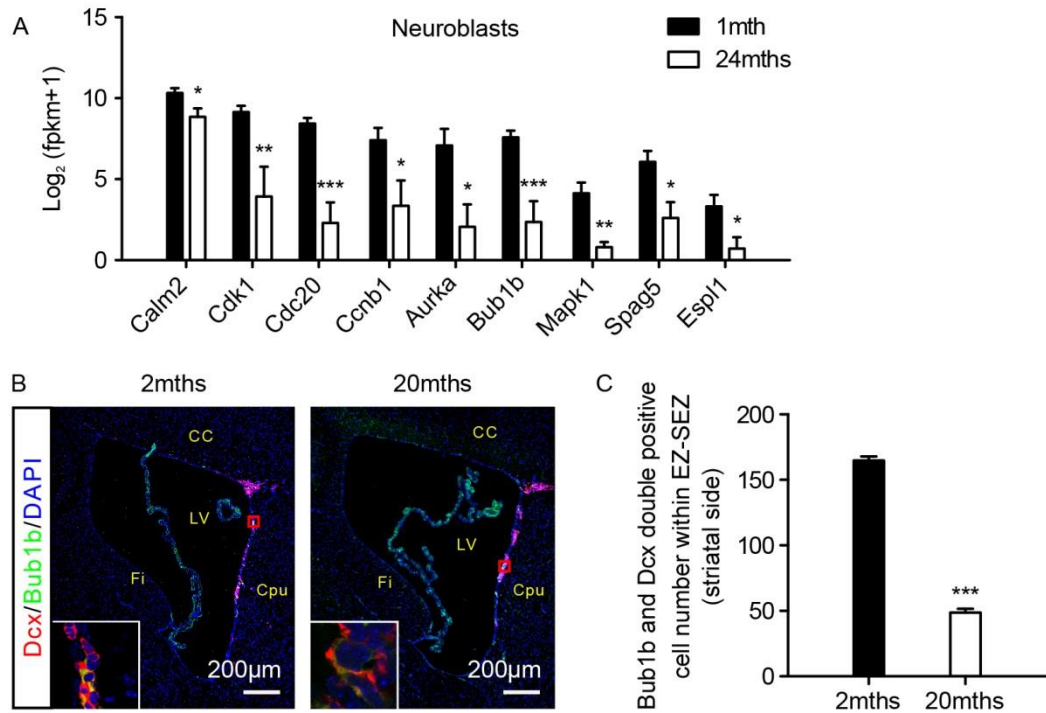

## Sup. F2 Shi *et al.*

### Supplement figure 2. Validation of age-dependent gene expression in Dlx2+/Dcx+ neuroblasts

(A) Expression of 9 age-dependent cell cycle genes in Dlx2+/Dcx+ cells based on single cell RNA-seq data. 

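In Dlx2+/Dcx+ cells the mean log2(FPKM + 1) of 24 months minus that of 1 month was −7.50 for *Cdc20*, −7.00 for *Cdk1*, −5.59 for *Ccnb1*, −5.43 for *Aurka*, −3.91 for *Spag5* and −2.09 for *Calm2*, beside −6.69 for *Bub1b*. *Espl1* had 0.117 to 26.8 FPKM at 1 month and was listed at 0 in every cell of 24 months. *Cdc20* and *Bub1b* did not overlap between the ages, with at most 5.09 FPKM of *Cdc20* at 24 months against at least 206 at 1 month. *Cdk1* had 162 to 1356 FPKM at 1 month and at 24 months 298 in 1 cell and at most 0.357 in the other 3, so that its ages overlapped. *Ccnb1* reached 27.5 FPKM in 1 cell of 24 months, above 1 of the cells of 1 month, at 8.58. The group means at 24 months were 2.17 for *Cdk1*, 1.12 for *Cdc20*, 1.29 for *Ccnb1*, 1.09 for *Aurka*, 1.46 for *Bub1b* and 0 for *Espl1*.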

(B) A representative sagittal section from young (2mths) and old (20mths) mouse SEZ/SVZ stained with Bub1b (green) and Dcx (red). The insets indicate Dcx and Bub1b double positive cells. (C) Quantification of Bub1b and Dcx double positive cells in young (2mths,  $n \geq 3$ ) and old (20mths,  $n \geq 3$ ) mouse SEZ/SVZ. Error bars indicate the SEM from at least three independent experiments. \*\*\*,  $P < 0.001$ . CC, corpus callosum; Cpu, caudate putamen; LV, lateral ventricle; Fi, fimbria of the hippocampus.

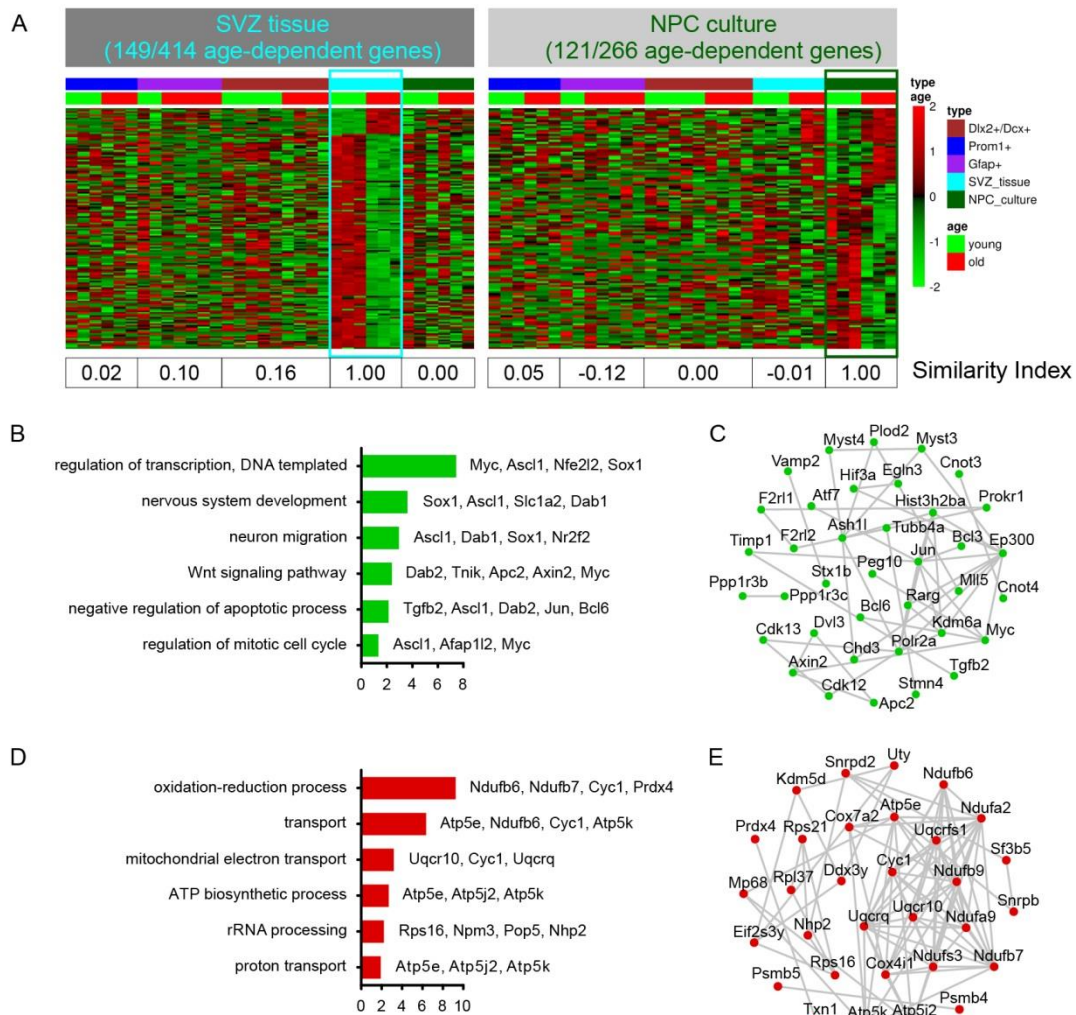

## Sup. F4 Shi *et al.*

### Supplement figure 4. GO analysis revealed age-dependent gene alterations of cultured NSC/NPCs in vitro

(A) Heatmap of differential genes from EZ-SEZ/SVZ tissue and cultured NSC/NPCs mapping to 5 different sample types. Similarity index suggested that there was some degrees of similarity in age-dependent genes in Dlx2+Dcx+ neuroblasts and EZ-SEZ/SVZ tissue samples. GO analyses and STRING protein-protein interaction network of down-regulated age-dependent genes (B-C) and up-regulated age-dependent genes (D-E) from cultured NSC/NPCs. Length of bars indicated the significance ( $-\log_{10}$  transferred P-value, Fisher exact test).

How the deposited data were processed for this re-analysis (not part of the article)

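RNA was measured in EZ-SEZ/SVZ tissue of mice aged 3 weeks and 18 months, with 3 samples per age, and in 22 single cells of mice aged 1 month and 24 months. The cells belong to 3 subpopulations, Prom1+, Gfap+ and Dlx2+/Dcx+. The authors deposited FPKM values for both experiments, 1 column per tissue sample and per cell, and no counts of reads were used here. The paper's methods state alignment to GRCm38 with HISAT2 and estimation of expression with StringTie in the paragraph on the single-cell libraries. Versions and the annotation release are not named there, and no scaling between samples or cells is stated. Samples and cells were grouped by the subpopulation, age and number that their names carry.

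Gene identifiers were matched to the GENCODE annotation of GRCm38, which gave symbols, positions, transcript lengths and GC content. Of the 36358 identifiers of the tissue table 99.2% were matched, and of the 37974 of the cell table 86.7%. The authors' positions in the cell table were not used.

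The depth of each cell is the number of mapped reads in Table S1. The depth of the tissue samples was estimated from the worth of 1 fragment in genes with 1 transcript of at least 300 bases, and it limits the precision of low values, for which FPKM steps are coarse. Cells were not tested against each other, because no animal is named and each subpopulation and age counts as 1 sample.

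In the tissue, genes with FPKM of at least 1 in at least 3 samples were tested with limma 3.58.1 (lmFit, and eBayes with trend) in R 4.3.3 on log2(FPKM + 1), with age as the only term. Calls used an unadjusted p under 0.05 and an absolute log2 fold change above 1, the limits that the authors applied with DESeq2, and Benjamini-Hochberg adjusted counts are given beside them. Gene lists were tested with limma's camera (preset correlation 0.01) and fry, with Benjamini-Hochberg adjustment over the 24 lists and sets, which was added after the data were examined. Tested on simulated values for 12287 genes, of which 200 were changed by 2 on the log2 scale, the test called 91% of the changed genes, or 69.5% with adjusted p.

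The S phase and G2/M phase lists came from Seurat 5.3.0, with symbols in mouse case, and the Reactome sets of the mitotic cell cycle and the immune system from fgsea 1.28.0. The lists of immune, microglia, neuroblast, oligodendrocyte, astrocyte, ependymal, neuron, endothelial, activated neural stem cell, immediate early and stress, and sex-linked genes were written by hand. In the tissue 73.2% of the cell cycle genes and 64.2% of the immune genes were tested.

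Cells were analysed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Expressed genes had FPKM above 1 in at least 3 cells, the filter the paper used for t-SNE. Age differences are differences of mean log2(FPKM + 1). Each list was set against 10000 random lists drawn gene by gene from 25 bins of mean expression. Their range leaves out genes of a list moving together between cells. For checks of GC content and transcript length, lists were matched gene by gene in 6 bins of each.

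The genes named are those the paper's text names or prints in Figs. 3C, 3E, 6B, 6D, 6F and S2A, the 5 with the largest change in each direction past the limits in the tissue, the 5 with the largest age difference in each direction among genes whose ages do not overlap in each subpopulation, the sex-linked list, and members of lists whose result is given. Some genes of these kinds are not reported here.

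The alternatives were a pseudocount of 0.1, no filter on low values, TPM scaling, quantile normalization, adjusted in place of unadjusted p, fry, Reactome sets, the replicate number as a block, and each sample or cell left out in turn. For cells they were also the S phase and G2/M phase lists apart, medians in place of means, 50 or 200 in place of 100 genes, and other linkages, correlations and gene selections in clustering. Added later were clustering without cell cycle genes or into 4 clusters, correlations over genes called in the tissue only, and the comparison of ages within each subpopulation.

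The DAVID, STRING, WGCNA and t-SNE steps of the paper were not run. Cultured NSC/NPCs, immunostaining and quantitative RT-PCR were not analysed here.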

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

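The tests chosen only after the result was seen are the other splits of the samples, the quantities compared between single cells, the tests of oligodendrocyte RNA in a cell, of the phases of the cycle and of a smaller share of oligodendrocyte RNA, and the adjustment over the 24 lists and sets.

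In 27 groups of 4 or 5 cells, each cell was compared with the others of its subpopulation and age, and in 3 of them a single cell stood far from the rest. Chance gives this in about 1 in 20 groups, a rate that does not hold for a gene listed at 0 in most cells, as *Bub1b* is in the aged Dlx2+/Dcx+ cells, where any value above 0 stands apart. Across subpopulations, 35 genes and lists were compared with age, and in none did every cell of one subpopulation move one way and every cell of another the opposite way. These differences were not tested, since each group is 1 sample.

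In 1 of the 4 Dlx2+/Dcx+ cells of 24 months, cell 3, the mean of the oligodendrocyte list exceeded that of the astrocyte list by 1.76 on the log2(FPKM + 1) scale, against 0.16 to 0.34 in the other 3. Its oligodendrocyte mean was 2.19 against 1.04 to 1.23, and its astrocyte mean 0.42 against 0.88 to 0.90, so the lower astrocyte mean is part of the difference. RNA from an oligodendrocyte would bring all of that cell type's abundant transcripts. Of 10 oligodendrocyte genes with a median above 1000.0 FPKM in Gfap+ cells, 2 stood above 1% of that median in cell 3, *Mobp* at 2.07% and *Ermn* at 1.26%, while the median over the 10 was 0.0523%, with *Cldn11* at 0.0621% and *Mbp* at 0.0456%. This argues against oligodendrocyte RNA as the whole cause. *Olig1*, at 119.9 FPKM, also raised the value. No biological explanation was tested, and chance stays open.

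*Bub1b* was at 5.84 in cell 1 of the Dlx2+/Dcx+ cells of 24 months and listed at 0 in the other 3. The same cell had the highest mean of the G2/M phase list of the 4, at 5.83 against 2.13 to 4.75, and 45.4 FPKM of *Mki67*. A candidate explanation is that cell 1 stood in another phase of the cycle than the other 3. Its G2/M phase mean, over a list that does not hold *Bub1b*, exceeded the highest of theirs by 1.08, which goes with this explanation. Since 1 of 4 cells is the highest in any case and a 0 can be a lost transcript, the explanation stays open. In cell 5 of the Gfap+ cells of 24 months *Bub1b* was at 2.14, or 3.42 FPKM, against 0 to 0.34 in the other 4. No explanation of that value was tested.

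In the tissue, a list of 12 oligodendrocyte genes, which the paper does not discuss, had a median log2 fold change of −1.18 at 18 months, and 11 of the 12 were lower (limma's camera, adjusted p = 1.13e-09; fry, adjusted p = 0.000176). *Mbp* had 1420 ± 339 FPKM (SD, n = 3) at 18 months and 15064 ± 874 (SD, n = 3) at 3 weeks, a log2 fold change of −3.44 (standard error 0.20). *Mobp* changed by −0.79 (standard error 0.08) and *Enpp2* by 0.12, while *Olig2* had 10.3 to 59.6 FPKM at 3 weeks and was listed at 0 in every sample of 18 months. Such a 0 can come from a failed estimate and is not evidence that the *Olig2* transcript was absent. Among lists matched on GC content and transcript length, the central 95% of medians ran from −0.19 to 0.34. The oligodendrocyte list's median lay at percentile 0 of the matched lists, which argues against GC content and transcript length. A smaller share of oligodendrocyte RNA would lower the FPKM of genes made by oligodendrocytes alone by the same log2 amount. Of the 12, 7 lay more than 2 standard errors from the list's median. The log2(FPKM + 1) scale shrinks the change of low genes, and *Olig2* is also on the activated neural stem cell list. Unequal changes can therefore arise under a smaller share too, so this count cannot decide. Of 10 splits of the 6 samples 1, the real one, gave a median as large, a count that cannot exclude chance. A smaller share of oligodendrocyte RNA stays open. A change with age within oligodendrocytes and a difference in dissection stay open too and were not tested.

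A list of 9 neuron genes had a median of 0.42 in the tissue, with 7 higher at 18 months (limma's camera, adjusted p = 0.0608; fry, adjusted p = 0.0350, both over the 24 lists and sets), so it held after adjustment under fry and not under camera. Without replicate 1 of 18 months the median was 0.36 and without replicate 2 of 3 weeks 0.38, and neither passed an unadjusted p of 0.05 in camera. Its percentile among lists matched on GC content and transcript length was 98.0, just outside their central 95% from −0.23 to 0.40, which argues against these properties as the whole cause by a small margin. *Ppp1r1b*, a gene of striatal neurons, changed by 1.27. Because FPKM is a share of each sample's total, a smaller share of oligodendrocyte RNA could raise the lists of the other cell types alike. The astrocyte, ependymal and microglia medians rose too, by 0.18, 0.26 and 0.33, and the mean of the neuron list per sample did not move apart from theirs by more than the spread between samples, with differences of 0.27 (standard error 0.31), 0.13 (standard error 0.18) and 0.10 (standard error 0.27). The comparison with these 3 lists cannot tell a smaller share from a change in neurons, since the spread between samples is as wide as the differences. A rise of all other genes alike would also show in the median of all tested genes. That median was 0.09 without scaling and 0.03 under quantile normalization, while the neuron list stayed at 0.33 or above in every alternative run. With the percentile of 98.0 among matched lists, this argues by a small margin against a smaller share as the whole cause of the neuron rise. The endothelial list, the 1 of 4 that fell, moved apart from the neuron list by 0.63 (standard error 0.13), and by 0.54 to 0.72 with each sample left out. This argues against a smaller share as the whole cause of the difference between these 2 lists, and a change in endothelial cells was not tested. More striatal tissue in the 18-month samples stays open and was not tested. The real split was the only 1 of 10 with a result as large, and this count cannot exclude chance.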

How the results depend on the processing

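The alternatives in this part were set in advance, except the restriction to genes called in the tissue, the comparison of ages within each subpopulation and the clusterings without cell cycle genes or into 4 clusters, which were tests chosen only after the result was seen.

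Apart from samples or cells left out, 205 values stayed on the same side of the limits or within the spread between replicates or cells, 32 moved further, 2 became weaker and 1 reversed. With 1 sample or cell left out, 343 stayed, 24 moved, 2 became weaker and 2 passed the test's threshold. For the single genes named, 263 stayed, 36 moved, 7 became stronger and 1 weaker, and with 1 sample left out 156 stayed, 6 became stronger and 12 weaker.

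The tissue cell cycle list was lower in every alternative run, with medians from −1.00 to −0.047. The oligodendrocyte list stayed lower (−1.31 to −1.12) and so did the neuroblast list (−0.71 to −0.46), each past an unadjusted p of 0.05 in every alternative run. The immune list was higher throughout, from 0.094 to 0.99, and past an unadjusted p of 0.05 in camera in all alternatives but the Reactome immune system set, where the median was 0.094. That set holds 504 tested genes in place of 43, and it passed the same limit in fry.

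The number of tissue genes called was 479, and 279 with adjusted p, 151 lower and 128 higher, a stricter limit by construction. A pseudocount of 0.1 called 765, of which 416 were higher and 349 lower, and 455 of the 479 were shared. TPM scaling called 695, with 384 higher and 311 lower, sharing 464. Against 53.0% of calls lower without scaling, quantile normalization gave 59.8% (290 lower and 195 higher) and TPM scaling 44.7%. The median log2 fold change of all tested genes was 0.09 without scaling, 0.13 under TPM scaling and 0.03 under quantile normalization, so the balance of lower and higher calls depends on the scaling. Without a filter on low values 486 genes were called.

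With 1 sample left out, between 409 and 567 genes were called, 181 to 315 lower and 150 to 278 higher. The share of calls that were lower was 55.6% to 63.3% without any sample of 18 months and 40.5% to 42.6% without any of 3 weeks. The number with adjusted p ranged from 94 without replicate 2 of 3 weeks to 344 without replicate 1 of 18 months, with 138 and 173 without replicates 2 and 3 of 18 months and 147 and 120 without replicates 1 and 3 of 3 weeks, against 279. Leaving out a sample leaves 2 in its group and changes the genes that pass the filter, and the cause of the shift in balance was not tested.

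Replicate numbers are shared by the ages, but same-numbered samples did not deviate together, with correlations of −0.096, −0.011 and −0.098 between their deviations from the group means. With the replicate number as a block, 505 genes were called, 261 lower and 244 higher, and 17 with adjusted p, while the block leaves fewer degrees of freedom. The neuron list kept its median of 0.42 in the blocked fit but no longer passed an unadjusted p of 0.05, and the block changed the call of none of the other 8 lists refitted, which are the cell cycle, the immune and 6 cell type lists.

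With 1 sample left out, the neuron list ranged from 0.36 to 0.61 and no longer passed an unadjusted p of 0.05 without replicate 1 of 18 months, at 0.36, and without replicate 2 of 3 weeks, at 0.38. The ependymal list ranged from 0.13 to 0.44 and passed it without replicate 3 of 18 months, at 0.39. The endothelial list ranged from −0.27 to −0.16 and passed it without replicate 3 of 3 weeks, at −0.27. The cause was not tested.

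In single cells a pseudocount of 0.1, which widens the distance between 0 and low values, had the widest effect. The number of cells grouped with their own subpopulation fell from 17 to 10, the margin of the subpopulation genes at 24 months became 1.03 in Prom1+ and 8.30 in Gfap+ cells, the age difference of *Mapk3* became −5.71, and the oligodendrocyte minus astrocyte mean in Gfap+ cells 9.06. The Gfap+ margin was 6.26 under TPM scaling, 6.31 under quantile normalization, 7.92 with 50 genes and 5.53 with 200, and the Dlx2+/Dcx+ margin 2.33 with 50 and 0.50 with 200, since genes further down the ranking have smaller margins by construction. Clustering without cell cycle genes or into 4 clusters left 17 cells with their own subpopulation. The comparison of ages within each subpopulation kept its direction in all 4 alternatives.

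The cell cycle list was lower in Prom1+ cells throughout, from −1.09 to −0.56. In Dlx2+/Dcx+ cells it was lower from −1.55 to −0.73 with each cell left out, but reversed to 1.39 for the S phase genes alone against −3.06 for the G2/M phase genes alone, because the parts go opposite ways. In Gfap+ cells it had no stable direction, at 0.11 with a pseudocount of 0.1, −0.17 under quantile normalization, −0.16 without the shallow 1-month cell and from −0.16 to 0.095 with each cell left out, the highest without cell 2 of 1 month.

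Correlations of age differences across genes, over 6 pairs computed, were low in all alternatives, and genes are not independent replicates. For Prom1+ with Gfap+ cells, r ranged from 0.0132 to 0.0208 and rho from 0.00661 to 0.0197 with cells left out, and rho was 0.00791 without a filter. For Prom1+ with Dlx2+/Dcx+ cells they ranged from 0.0133 to 0.0507 and from 0.0108 to 0.0415, lowest without cell 3 of the 24-month Prom1+ cells. For Gfap+ with Dlx2+/Dcx+ cells they ranged from −0.00935 to 0.00452 and from −0.0192 to 0.000381, and rho was −0.0191 under quantile normalization. The sign of r changed without the shallow Gfap+ cell, at 0.00452, and without cell 1 of the 1-month Dlx2+/Dcx+ cells, at 0.00407.

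For Prom1+ cells with the tissue, r was 0.0598 with a pseudocount of 0.1, 0.0510 without a filter and 0.0454 to 0.0759 with cells left out (rho 0.0487 to 0.0818). For Gfap+ cells with the tissue, r was 0.0340 without a filter and rho 0.0321 to 0.0586 with cells left out, lowest without cell 2 of 1 month. Over the genes called in the tissue alone, r and rho were 0.152 and 0.186 for Prom1+, 0.142 and 0.125 for Gfap+ and 0.189 and 0.162 for Dlx2+/Dcx+ cells. Of the 100 genes with the largest age difference, those of Gfap+ cells moved the same way in Prom1+ cells for 38 to 53 with cells left out and in the tissue for 45.8% to 61.3%, and those of Dlx2+/Dcx+ cells in the tissue for 48.1% to 69.7%, the highest without cell 1 of 24 months. The causes were not tested.

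Depth limits the cells more than the tissue. The shallow Gfap+ cell had 1128743 mapped reads against a median of 4407031 over the 22 cells, and the tissue samples 18329487 to 22212195 fragments by estimate.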

Differences from the paper's values

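No test in this part was chosen after the result was seen, except the restriction of correlations to genes called in the tissue.

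In Fig. S2A the paper's mean log2(FPKM + 1) of *Cdk1* in Dlx2+/Dcx+ cells of 24 months is about 3.9, read by eye, and here it was 2.17. The paper's mean of *Ccnb1* is about 3.3 in Fig. S2A, read by eye, against 1.29 here, that of *Aurka* about 2.0 in Fig. S2A, read by eye, against 1.09, and that of *Bub1b* about 2.3 in Fig. S2A, read by eye, against 1.46. The paper's mean of *Espl1* is about 0.7 in Fig. S2A, read by eye, and here it was 0, the gene being listed at 0 in each of the 4 cells. Of the alternatives set before the data were examined, a pseudocount of 0.1, TPM scaling and quantile normalization, none brought these 5 values within the paper's. A smaller pseudocount can only lower such means, and *Espl1* stays at 0 under TPM scaling, so these settings could not have closed those gaps. For *Cdc20* the paper's mean is about 2.3 in Fig. S2A, read by eye, against 1.12 here. Quantile normalization brought it to 1.55, within 1.5 times the paper's value, and the pseudocount of 0.1 and TPM scaling did not. The paper's means and those given here are over the same 4 cells. A ratio of such means depends on their level as well as on the gap between them. By this measure *Spag5* did not differ, at about 2.6 in Fig. S2A, read by eye, against 1.75 here. For the 1-month cells the 8 genes of that figure compared here did not differ by this measure.

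The paper states that the aging gene network of the tissue resembles that of Dlx2+/Dcx+ cells, and Fig. S4A gives Dlx2+/Dcx+ cells the highest similarity index among the 3 subpopulations. That index correlates calls coded as 1, 0 and −1, and was not computed here. Across all genes expressed in cells and tested in the tissue, r was highest for Prom1+ cells, at 0.0657, against 0.0495 for Dlx2+/Dcx+ and 0.0466 for Gfap+ cells. The Dlx2+/Dcx+ value was the highest of the 3 when cell 1 of the 1-month Prom1+ cells was left out, which lowered r of Prom1+ cells to 0.0454. It was also the highest over the genes called in the tissue, at 0.189 against 0.152 and 0.142, a setting chosen after seeing the values. By rho, Prom1+ cells were highest in both cases of all genes and of called genes, at 0.0712 and 0.186.

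The paper states that cell cycle genes are reduced in aged cells of every subtype. It draws this from GO terms among the genes it called in each subtype, a measure unlike the mean of a fixed list. The list of S phase and G2/M phase genes had a mean age difference of −0.89 in Prom1+ and −1.09 in Dlx2+/Dcx+ cells but −0.03 in Gfap+ cells, and the S phase genes alone were higher in Dlx2+/Dcx+ cells, by 1.39. In Gfap+ cells the value was −0.17 under quantile normalization and −0.16 without the shallow cell. The list's mean log2(FPKM + 1) in Gfap+ cells was 1.5 at 1 month and 1.46 at 24 months, which leaves little room for a decrease.

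The paper states that the cells form 3 distinct clusters by subpopulation. In average-linkage clustering 17 of 22 cells lay with their own subpopulation, and all 22 did with complete linkage or with the 1000 most variable genes.

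The paper counts *Nes* among the genes expressed in Prom1+ cells, and it was above 1 FPKM in each of those of 1 month. It was listed at 0 in the 3 of 24 months, which is not evidence that the transcript was absent. Fig. 6D shows *Plk3* as lower in aged Gfap+ cells, where it was higher by 0.84, while the other 18 of 19 genes shown as lower were lower. Fig. 3C shows *Dtl* as lower in the tissue past the paper's limits. Here its log2 fold change was −0.70, and it was called with a pseudocount of 0.1, at −1.41, and under TPM scaling, at −1.12.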

Other observations

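The tests chosen only after the result was seen are the other splits of the samples, the set test of the immediate early and stress list, the adjustment over the 24 lists and sets, and the tests of a smaller share of neuroblasts, of depth, division and phase in Dlx2+/Dcx+ cells, of chance detection, of the shallow Gfap+ cell, of short genes, of *Actb* and of clustering without cell cycle genes.

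Of the 10 ways to split the 6 tissue samples into 3 and 3, the real one alone, 1 of 10, gave as many called genes as the ages did, as many lower genes and as many higher genes. The same held, at 1 of 10, for the medians of the cell cycle list, the immune list and the neuroblast list. For the microglia, ependymal and endothelial lists 2 of 10 gave a result as large and for the astrocyte list 4 of 10. With 10 splits the share is never under 0.1, so these counts cannot exclude chance for any of them. The real split called 479 genes and each of the other 9 between 101 and 194.

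The median of the cell cycle list in the tissue, −0.84, lay at percentile 0 of lists matched on GC content and transcript length (median 0.11, central 95% from −0.00 to 0.21), and that of the immune list, 0.77, at percentile 100.0 (median 0.09, from −0.06 to 0.23). These values argue against GC content and transcript length as the cause of either. A smaller share of neuroblasts in the tissue of 18 months is a possible explanation of the lower cell cycle list. The neuroblast list fell too, with a median of −0.52, less far than the cell cycle list, and dividing cells of other types would not be counted by it, so a smaller share and fewer divisions per cell cannot be told apart in tissue RNA.

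The following lists in the tissue had no adjusted p under 0.05 in either set test. The median log2 fold change was 0.33 for 12 microglia genes (limma's camera, adjusted p = 0.447; fry, adjusted p = 0.258), 0.18 for 10 astrocyte genes (adjusted p = 0.807 and adjusted p = 0.368), 0.26 for 7 ependymal genes (adjusted p = 0.199 and adjusted p = 0.114) and −0.23 for 6 endothelial genes (adjusted p = 0.165 and adjusted p = 0.273). For 10 immediate early and stress genes the median was −0.11 and the mean 0.03, of opposite sign (limma's camera, adjusted p = 0.807; fry, adjusted p = 0.623). *Xist*, the 1 tested gene of the sex-linked list, changed by 0.83. *Aif1*, a microglia gene, had 9.34 ± 2.18 FPKM (SD, n = 3) at 18 months and 4.23 ± 1.42 (SD, n = 3) at 3 weeks, a log2 fold change of 0.99 (standard error 0.26, adjusted p = 0.0909 from limma with Benjamini-Hochberg adjustment).

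In Dlx2+/Dcx+ cells of 24 months the G2/M phase genes were lower by −3.06 and the S phase genes higher by 1.39. Lower depth of the 24-month cells would lower both lists, but the S phase difference lay at percentile 100.0 of expression-matched lists. Fewer dividing cells would lower both as well, while the rise of 1.39 exceeded the standard deviation between cells of 0.838 and stayed between 1.12 and 1.76 with each cell left out. These values argue against both as the whole cause. That the few cells sampled stood in different phases is open, since the ages overlapped by −0.16 in S phase minus G2/M phase score, and a change of the cycle with age is open and untested.

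In Prom1+ cells, 3.9% of the genes with a level like that of *Mapk3* at 1 month fell as far as it did. Chance detection of single genes may account for such a fall and stays open, as does a change with age.

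The lower *Mki67* in aged Gfap+ cells may rest on a single shallow cell of 1 month, since without it the difference was −0.26. More genes were higher than lower at 24 months in Gfap+ cells. Fewer cells in the 1-month group raise this excess, because a mean over more cells is less often 0. With pairs of 24-month cells in place of all 5, the excess fell from 18.2 to a median of 7.76 percentage points and stayed above 0 in 10 of 10 pairs, from 4.63 to 10.4, which argues against the number of cells as the whole cause. The depth of the shallow cell stays open: without it 54.6% of genes were higher, and without the other cell of 1 month 63.6%.

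Of the 10 genes with the largest age difference in Prom1+ cells, 8 are under 200.0 bases long, against 1.26% of the expressed genes. Unstable estimates of very short genes are a possible explanation that stays open, since these genes were chosen for their large differences and their lengths alone do not decide it. *Actb* was listed at 0 in all 6 Prom1+ cells, which were sequenced more deeply than most others. A limit of the authors' quantification reached at high depth is a possible explanation. The 3 cells of other subpopulations with at least as many mapped reads as the shallowest Prom1+ cell, 4608696, all listed *Actb* above 0, 3 of 3, but the deepest of them had 4743959, too close to exclude such a limit.

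In average-linkage clustering the Prom1+ cells fell in 1 cluster with the Dlx2+/Dcx+ cells of 1 month. Without the S phase and G2/M phase genes all 22 cells were grouped as before, with 17 of 22 among their own subpopulation. Removing 97 of 11332 genes can hardly move correlations over all of them, so an effect of cell cycle genes stays open. No biological explanation was tested.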
